# Fank1 and Jazf1 promote multiciliated cell differentiation in the mouse airway epithelium

**DOI:** 10.1242/bio.033944

**Published:** 2018-04-15

**Authors:** Jo-Anne Johnson, Julie K. Watson, Marko Z. Nikolić, Emma L. Rawlins

**Keywords:** Cilia, Lung, Cell fate, Foxj1, Mcin, Notch

## Abstract

The airways are lined by secretory and multiciliated cells which function together to remove particles and debris from the respiratory tract. The transcriptome of multiciliated cells has been extensively studied, but the function of many of the genes identified is unknown. We have established an assay to test the ability of over-expressed transcripts to promote multiciliated cell differentiation in mouse embryonic tracheal explants. Overexpression data indicated that *Fibronectin type 3 and ankyrin repeat domains 1* (*Fank1*) and *JAZF zinc finger 1* (*Jazf1*) promoted multiciliated cell differentiation alone, and cooperatively with the canonical multiciliated cell transcription factor Foxj1. Moreover, knock-down of *Fank1* or *Jazf1* in adult mouse airway epithelial cultures demonstrated that these factors are both required for ciliated cell differentiation *in vitro*. This analysis identifies *Fank1* and *Jazf1* as novel regulators of multiciliated cell differentiation. Moreover, we show that they are likely to function downstream of IL6 signalling and upstream of Foxj1 activity in the process of ciliated cell differentiation. In addition, our *in vitro* explant assay provides a convenient method for preliminary investigation of over-expression phenotypes in the developing mouse airways.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Transcription factors controlling ciliated cell differentiation are still being determined. Here, we show that Fank1 and Jazf1 are necessary and sufficient for ciliated cell differentiation in the mouse airways.

## INTRODUCTION

The airway mucociliary escalator consists of secretory and multicilated cells and captures inhaled debris and particles for clearance. It is essential for respiratory health and changes in its cellular composition or function can cause respiratory conditions, including chronic infections which can lead to more serious, irreversible, airway disease such as bronchiectasis. Examples of disruptions to the mucociliary escalator are the emergence of excess mucous cells, or alterations in the amount or composition of mucous produced, which are features of many airway diseases including Cystic Fibrosis and Chronic Obstructive Pulmonary Disease. Similarly a decrease in the number of ciliated cells, or changes in ciliary beat frequency, are characteristics of Primary Ciliary Dyskinesia (Fliegauf et al., 2007; Tilley et al., 2015).

Multiciliated, also known as ciliated, cells are terminally-differentiated cells that in the steady-state adult mouse, basal cell-containing, airways (trachea and primary bronchi) are maintained by the division of the secretory cells (Pardo-Saganta et al., 2013; Rawlins and Hogan, 2008; Rawlins et al., 2009, 2007; Watson et al., 2015). There is also evidence that ciliated cells can differentiate directly from basal cells *in vitro*, or following airway injury (Brechbuhl et al., 2011; Pardo-Saganta et al., 2015a). Ciliated cells start to form in the mouse airway epithelium from about embryonic day (E) 15.5 (Rawlins et al., 2007; Toskala et al., 2005) and their embryonic differentiation is known to require Notch inhibition (Guseh et al., 2009; Morimoto et al., 2012; Tsao et al., 2009). Similarly, in the adult mouse trachea, Notch signalling is critical for the maintenance, and repair, of the mucociliary epithelium (Lafkas et al., 2015; Marcet et al., 2011; Pardo-Saganta et al., 2015b; Rock et al., 2011). FGFR1, Interleukin-6 (IL6), TGF-β and Wnt signalling have also all been implicated in controlling the relative numbers of adult airway secretory versus ciliated cells (Balasooriya et al., 2016; Brechbuhl et al., 2011; Cibois et al., 2015; Giangreco et al., 2012; Li et al., 2013; Smith et al., 2012; Tadokoro et al., 2014), but the exact mechanisms by which these pathways interact to direct ciliogenesis are largely unclear.

Ciliated cell differentiation is increasingly well studied and is largely conserved between different mulitciliated epithelia in vertebrate species (Spassky and Meunier, 2017). It has been separated into distinct phases: specification as a pre-multiciliated cell; amplification of centrioles; organisation and docking of centrioles (now termed basal bodies) at the apical membrane; and cilia outgrowth (Brooks and Wallingford, 2014). The most upstream transcriptional regulators of airway ciliated cell fate specification known are GemC1 (Geminin C1) and Mcin (Multicilin), and when these proteins are knocked down, or knocked out, ciliated cells are not specified (Arbi et al., 2016; Stubbs et al., 2012; Terré et al., 2016). GemC1 and Mcin regulate the transcription factor network that controls centriole amplification and basal body docking, which in the airways includes Chibby, E2F4, Foxj1, Myb, Rfx3, and Tp73 (Brody et al., 2000; Burke et al., 2014; Chen et al., 1998; Didon et al., 2013; Love et al., 2010; Marshall et al., 2016; Mori et al., 2017; Nemajerova et al., 2016; Pan et al., 2014; Tan et al., 2013; You et al., 2004). Grhl2 (Grainyhead-like 2) is also a transcription factor involved in ciliated cell differentiation, although this may be due to more fundamental roles in epithelial morphogenesis and apical-basal polarity (Gao et al., 2015, 2013).

Multiple studies have identified ciliated cell-specific genes and direct targets of ciliated cell-specific transcription factors (Choksi et al., 2014; Hoh et al., 2012; Kwon et al., 2014; Stauber et al., 2017). However, the function of many of these genes in ciliogenesis has not yet been tested. We developed an embryonic mouse tracheal explant assay to test the ability of over-expressed genes to alter tracheal epithelial differentiation. Using this assay, we assessed the ability of candidate transcriptional regulators, identified in a microarray experiment, to promote ciliogenesis. *Fibronectin type 3 and ankyrin repeat domains 1* (*Fank1*) and *JAZF zinc finger 1* (*Jazf1*) could promote ciliated cell differentiation alone, or cooperatively with the canonical ciliated cell transcription factor Foxj1. Knock-down of *Fank1* or *Jazf1* in adult mouse airway epithelial cultures demonstrated that these factors are required for adult ciliated cell differentiation *in vitro*. Further *in vitro* analysis suggested that Fank1 and Jazf1 function upstream of Foxj1 expression, but are likely to be down-stream of IL6-signalling.

## RESULTS

### Multicilated cell transcriptome of the E17.5 mouse airways

We reasoned that genes which promote differentiation of ciliated cells would be expressed highly in developing ciliated cells of the embryonic mouse airways. Airway progenitors begin to differentiate as ciliated cells from E15.5 onwards. We therefore isolated RNA from multipotent (tip) progenitors at E11.5 (before ciliated cell differentiation) and from *FOXJ1-GFP-*expressing ciliated cells at E17.5 (shortly after differentiation). 

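The E17.5 side of this comparison was analysed here, as 5 arrays of GFP+ cells sorted from lungs of FOXJ1-GFP embryos, a reporter line in which multiciliated cells carry GFP. Each array held 1 of 5 biological replicates. The arrays of the E11.5 tip progenitors are not analysed here, so no fold change between the 2 cell populations was computed, and each gene was tested for its level in the E17.5 cells alone. Lungs were dissociated with trypsin and EDTA and the GFP+ cells were collected by flow cytometry. The RNA was amplified and labelled with biotin before hybridisation to Affymetrix mouse arrays. The authors deposited 1 normalized value per probe set and array. Their values ran from 2.37 to 15.24 with near-equal quantiles on every array, which is the form of log2 signals; neither the scale nor the normalization method is given in the sources used here, and genes were not centred. Pearson's r between pairs of arrays, taken across probe sets, which are not independent replicates, lay between 0.987 and 0.994, and no 2 arrays held identical values.

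After 64 control probe sets were left out, 34945 probe sets carried the symbol of 1 gene, 932 carried several and 9160 carried none here. Each of 18193 genes was represented by the probe set with the highest mean over the 5 arrays among those annotated to that gene alone. Whether a mean exceeded a level was tested with limma on all 5 arrays, one-sided, at an adjusted p under 0.05. The 2 levels were the study's cut-off of 5, stated in arbitrary units and applied here as log2, and a background level of 7.39. The latter is the 95th percentile of the means of 143 genes that lung ciliated cells should lack, of which 74 encode olfactory, vomeronasal or taste receptors and 69 belong to liver, retina, muscle, pancreas, brain, skin, pituitary and other tissues. The first of the latter, the liver genes Alb, Apoa2, Apoc4 and Fgb, had means of 6.43 ± 1.18, 7.11 ± 0.54, 4.78 ± 0.15 and 5.52 ± 0.34 (SD, n = 5 arrays). A probe set's brightness depends on its sequence as well as on the transcript, so a call holds for that probe set, and levels of different genes are not ranked against each other. The number of arrays limits the precision. Nothing in the sources used here says whether the replicates came from separate litters, so p-values measure the spread between these 5 samples.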

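In the sorted E17.5 cells, genes of the epithelium were above background throughout, and so were most marker genes of several other lung cell types. All 20 genes of the epithelium on the list were above background. Epcam, an epithelial adhesion molecule, had a level of 13.09 ± 0.15 (SD, n = 5 arrays), Cdh1, which encodes E-cadherin, 13.46 ± 0.08, and the keratins Krt8 and Krt18 14.18 ± 0.05 and 14.60 ± 0.02. Of 16 genes of club and goblet cells, the secretory cells of the airway, 13 were above background, among them Scgb1a1 at 13.99 ± 0.14, Scgb3a1 at 12.00 ± 0.60, Scgb3a2 at 14.27 ± 0.07 and Cyp2f2 at 12.30 ± 0.09, while Muc5ac at 5.75 ± 0.34, Bpifa1 at 5.50 ± 0.48 and Spdef, near the background level (-0.12 from it), were not. Of 12 genes of airway basal cells, 4 were above background, Krt15 at 11.11 ± 0.28, Dapl1 at 9.47 ± 0.39, Snai2 at 9.94 ± 0.30 and Icam1 at 12.31 ± 0.15. Trp63, a transcription factor of basal cells, at 7.17 ± 0.56, Krt5 at 6.79 ± 0.22 and Krt14 at 5.25 ± 0.17 were not.

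All 17 genes of alveolar type 1 cells on the list were above background, including Hopx, Ager at 13.25 ± 0.23, Aqp5 at 10.27 ± 0.46 and Pdpn at 11.61 ± 0.16. So were 16 of 17 genes of alveolar type 2 cells, including the surfactant protein genes Sftpc at 14.06 ± 0.27, Sftpb at 11.14 ± 0.58, Sftpa1 at 12.14 ± 0.80 and Sftpd at 10.81 ± 0.57, but not Il33 at 7.66 ± 0.74. Of 15 neuroendocrine genes, 14 were above background, with Chga at 8.31 ± 0.21, Chgb at 9.09 ± 0.32, Syp at 7.79 ± 0.28 and Uchl1 at 10.39 ± 0.23, and Syt1 at 6.07 ± 0.36 was not. Syp lay 0.41 over the background level and lost its call without replicate 3 or replicate 5 (0.26 and 0.19 over it). With all of its probe sets averaged, Syp lay below that setting's background (-1.74). All 18 endothelial genes were above background, with Pecam1 at 10.83 ± 0.44, Cdh5 at 10.68 ± 0.36, Kdr at 11.20 ± 0.27 and Tek at 11.63 ± 0.28.

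Of 23 genes of fibroblasts and smooth muscle, 17 were above background, among them Col1a1 at 12.39 ± 0.13, Col1a2 at 11.78 ± 0.20, Col3a1 at 12.42 ± 0.26 and Col6a1 at 11.95 ± 0.33. Lum at 4.91 ± 1.10, Twist1 at 6.66 ± 0.33, Wnt2 at 6.58 ± 0.29, Mfap5 at 7.62 ± 0.34 and Cspg4 at 7.17 ± 0.16 were not. Of 24 genes of white blood cells 17 were above background, among them Cd68 at 8.36 ± 0.26, Csf1r at 11.53 ± 0.35 and Cd52 at 8.66 ± 0.50, but not Ptprc at 7.33 ± 0.58, C1qa at 6.65 ± 0.36, C1qc at 7.46 ± 0.54, Itgam at 4.23 ± 0.15 or Aif1 at 6.59 ± 0.34. Of 10 mesothelial genes 7 were above background, with Upk3b at 8.88 ± 0.51, Wt1 at 8.39 ± 0.44 and Msln at 10.66 ± 0.32, while Lrrn4 at 4.32 ± 0.28, Aldh1a2 at 7.05 ± 0.45 and Muc16 at 5.10 ± 0.27 were not. Of 12 genes of red blood cells 1 was above background, Alas2 at 8.60 ± 0.41, and the globin genes Hba-a1 at 4.35 ± 0.24, Hbb-y at 4.21 ± 0.24, Hbb-bh1 at 5.35 ± 0.37 and Hba-x at 5.19 ± 0.30 were not. Adjusted over the list alone, each of these counts was the same.

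Of all 18193 genes, 11396 (62.6%) were above background and 14786 (81.3%) were above the cut-off of 5, which 42 of the 143 background genes also exceeded in their means. Of these 42, 4 were among the 74 receptor genes and 38 among the 69 tissue-restricted genes. The median level was 3.51 for the receptor genes and 5.17 for the tissue-restricted genes. By Fisher's exact test against all other named genes, two-sided and adjusted over 24 lists, the share above background was higher for the epithelial (adjusted p = 0.00041), endothelial (adjusted p = 0.000916), alveolar type 1 (adjusted p = 0.00145), alveolar type 2 (adjusted p = 0.0123) and neuroendocrine genes (adjusted p = 0.0305), and lower for the red blood cell genes (adjusted p = 0.000533). It did not pass the test for club and goblet (adjusted p = 0.233), basal (adjusted p = 0.0957), mesenchymal (adjusted p = 0.332), white blood cell (adjusted p = 0.551) and mesothelial genes (adjusted p = 0.753); club and goblet genes passed it with all probe sets averaged (adjusted p = 0.0405) and with the 99th percentile of the background genes (adjusted p = 0.0279). The call for neuroendocrine genes was lost without replicate 3 or replicate 5, with all probe sets of a gene averaged, and with a call on all 5 arrays in place of a test. With the tissue-restricted genes alone as background the neuroendocrine share was 1.34 percentage points above that of other genes (adjusted p = 1.0), and with the 99th percentile of the background genes it was below it (-17.6 points, 2 of 15 genes, adjusted p = 0.268) and the endothelial call was lost (19.1 points, adjusted p = 0.209). With the receptor genes alone as background, at a level of 4.93, none of the 6 calls was kept, since 81.9% of all genes then passed. Of 12 red blood cell genes 7 did (-23.6 points, adjusted p = 0.128). Of 12 basal genes 11 did, and their share turned higher than that of other genes (9.75 points, adjusted p = 0.737). With the 99th percentile, white blood cell genes above background fell to 4 of 24 (-14.3 points, adjusted p = 0.268). Mesothelial genes fell to 1 of 10 (-20.9 points, adjusted p = 0.268).

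Between the replicate sorts, the mean level of the axoneme list varied less than the mean levels of the alveolar type 2, endothelial and white blood cell lists. Averaged over the genes above background, alveolar type 2 genes lay 0.57 below their own means in replicate 1 (-0.57) and 0.56 above them in replicate 5, a range of 1.13 on the log2 scale. The range was 0.94 for endothelial genes, 0.85 for white blood cell genes and 0.58 for mesenchymal genes. It was 0.27 for alveolar type 1 genes and 0.09 for the mean of 53 axoneme genes. In such means, genes that move opposite ways cancel. Single replicates carry part of these ranges: the alveolar type 2 range was 0.64 without replicate 1 and 0.71 without replicate 5, the endothelial range 0.53 and the white blood cell range 0.43 without replicate 1, and the mesenchymal range 0.33 without replicate 3. The median SD between arrays was 0.51 for the alveolar type 2 genes and 0.11 for the axoneme genes, at percentiles 100.0 and 67.3 of 10000 random lists of like level; without replicate 3 the axoneme list was at percentile 97.97.

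**Figure D1:**
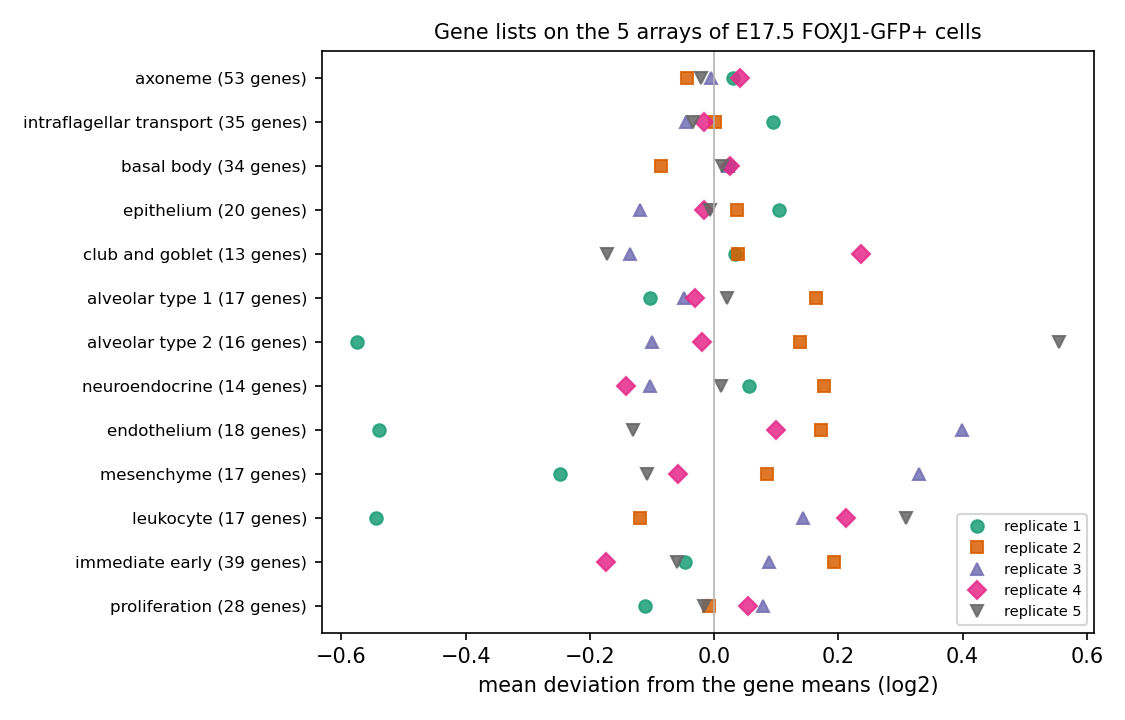
Mean deviation of gene lists from their gene means on each of the 5 arrays of E17.5 FOXJ1-GFP+ cells. The horizontal axis gives, in log2 units, the mean over the list's genes above background of the value minus the gene's mean over the 5 arrays; each symbol is 1 replicate and each line 1 list. The axoneme list spans 0.09 and the alveolar type 2 list 1.13, with replicate 1 at -0.57 and replicate 5 at 0.56.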

We performed microarray analysis to compare these samples and generate a differentiating airway ciliated cell-specific transcriptome (Fig. 1A). 

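Every measured gene of 3 lists of ciliary structure was above background in the 5 arrays of sorted E17.5 cells. The lists held 53 measured genes of the axoneme, the microtubule core of the motile cilium, 35 of intraflagellar transport, which carries cargo along it, and 34 of centriole amplification and the basal body. Adjusted over the list alone, the counts were 53, 35 and 34 as well. Among the axonemal genes, Dnah9, a heavy chain of the outer dynein arm, had a level of 12.71 ± 0.11 (SD, n = 5 arrays), Dnaic1, an intermediate chain, 11.53 ± 0.06, and Dnaic2 9.44 ± 0.09. Dnah5, another heavy chain, was at 10.04 ± 0.69, with values from 9.24 in replicate 3 to 10.85 in replicate 1. Of the transport genes, Ift20 was at 12.31 ± 0.07, Ift22 at 13.21 ± 0.16, Ift27 at 12.90 ± 0.07 and Ift43 at 14.07 ± 0.10. Among the basal body genes, Ccno was at 13.72 ± 0.04 and Deup1, which acts in the bulk formation of centrioles, at 12.94 ± 0.14. Plk4, the kinase that starts centriole duplication, was at 12.50 ± 0.14, and Stil, its partner, at 10.36 ± 0.15.

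The share of 100% lay 37.5 percentage points above that of all other named genes for the axoneme (adjusted p = 6.49e-10, Fisher's exact test, two-sided), 37.4 above for intraflagellar transport (adjusted p = 9.52e-07) and 37.4 above for the basal body (adjusted p = 1.3e-06). Of the 30 listed genes of dividing cells, 29 were measured and 28 were above background (adjusted p = 0.000135), among them Mki67 at 11.32 ± 0.35, Top2a at 12.00 ± 0.05, Ccnb2 at 10.60 ± 0.09 and Ccna2 at 10.51 ± 0.21, but not Tyms at 6.20 ± 0.20. With the 99th percentile of the background genes, 12 of the 29 were above background and this call was lost (10.5 points, adjusted p = 0.308). The lists were compared with the other genes of the same arrays and not with the E11.5 tip progenitors, so these values describe which genes the sorted cells contained and not which were enriched in them.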

Gene Ontology (GO) analysis confirmed that the *FOXJ1-GFP* transcriptome was enriched in ciliated cell-specific gene classes compared to the whole genome (Fig. 1B). To focus on genes that were predicted to function primarily in a cell autonomous fashion, we listed differentially expressed transcription factors, and a small number of genes which were annotated as nuclear-localised using cut-offs of fold-change >3; average expression level >5 arbitrary units (Table S1). 

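All 8 measured regulators of multiciliated cell differentiation that the paper names were above background in the sorted E17.5 cells, and so were Fank1 and Jazf1. Foxj1, the canonical transcription factor of ciliated cells, had a level of 12.82 ± 0.08 (SD, n = 5 arrays). Myb was at 13.77 ± 0.06, Rfx2 at 11.91 ± 0.20, Rfx3 at 12.20 ± 0.07, Trp73 at 12.00 ± 0.16, E2f4 at 9.66 ± 0.13, Cby1 at 12.21 ± 0.09 and Grhl2 at 12.28 ± 0.04. Fank1 was at 12.58 ± 0.16 and Jazf1 at 10.96 ± 0.15 (adjusted p = 1.7e-10 and 9.3e-10, limma, against background). Fank1 lay between 12.42 and 12.79 and Jazf1 between 10.74 and 11.09 on the 5 arrays. The regulators Gmnc and Mcidas (Multicilin) are not analysed here.

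Of the 10 genes taken to RNA in situ hybridisation, 9 were above background (10 adjusted over the list alone). Mlf1 was at 13.12 ± 0.08, Hipk3 at 12.89 ± 0.07, Hes6 at 12.96 ± 0.14, Zcchc12 at 10.10 ± 0.30, Dlx4 at 9.97 ± 0.28 and Casz1 at 10.49 ± 0.13. Nr4a3 was at 10.24 ± 0.70, with values from 9.25 in replicate 4 to 11.11 in replicate 2, and fell below background when all of its probe sets were averaged. Sox1, at 7.56 ± 0.23, was above the cut-off of 5 but not above background (adjusted p = 0.108, limma); over probe sets without a suffix it was above that setting's background. Of 13 factors electroporated singly, a list that leaves out Rfx3, Multicilin and the intracellular domain of Notch1, 12 were above background (13 adjusted over the list alone). Those not named so far are Hipk1 at 13.35 ± 0.23, Foxn4 at 12.60 ± 0.15, Glis3 at 11.53 ± 0.10, Barx2 at 9.84 ± 0.15 and Nr4a1 at 12.41 ± 0.13. Of the in situ genes 8 of 10, and of the electroporated factors 12 of 13, are in Table S1. The study chose the genes of that table on these arrays, so these counts are not independent evidence. Neither share passed Fisher's exact test (adjusted p = 0.136 for the in situ genes and 0.0639 for the electroporated factors). Each passed it under some alternatives. Of the 8 regulators, 4 are in Table S1 as well. Their share above background was 37.4 percentage points higher than among other genes and missed the threshold of Fisher's exact test (adjusted p = 0.0583). They passed it without replicate 3, 4 or 5 (adjusted p = 0.0489, 0.0479 and 0.0491), with all probe sets averaged (0.0426), with the tissue-restricted genes alone as background (0.0163) and with the 99th percentile (0.0047).

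Of the 61 genes of Table S1, 58 have a probe set of their own on the array. All 58 were above the cut-off of 5 and 57 were above background, the exception being Sox1. The study chose these genes on the same arrays, so this count is not independent evidence. Immediate early genes, which many cells switch on within minutes of a stimulus, make up 13 of the 58. All 39 listed genes of the immediate early and heat shock response were above background (adjusted p = 1.6e-07, Fisher's exact test; 39 adjusted over the list alone). Fos was at 14.12 ± 0.06, Jun at 13.65 ± 0.11 and Junb at 10.23 ± 0.35. Of the immediate early genes with a large fold change in Table S1, Fosb was at 12.55 ± 0.24, Egr2 at 12.11 ± 0.31, Atf3 at 13.81 ± 0.08, Egr1 at 14.05 ± 0.06 and Klf2 at 10.80 ± 0.24. Epas1, which encodes a hypoxia-inducible factor, was at 12.51 ± 0.16. Hopx, a gene of Table S1 that is also a marker of alveolar type 1 cells, was at 12.56 ± 0.09. The paper reasons that genes which promote ciliated cell differentiation would be highly expressed in developing ciliated cells of the airways, and takes the listed transcription factors and nuclear proteins as its candidates.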

RNA *in situ* hybridisation for a subset of these genes showed that the majority (7/10 tested; *Foxj1*, *Mlf1*, *Tp73*, *Zcchc12*, *Dlx4*, *Hipk3*, *Hes6*) were expressed in a salt-and-pepper fashion in the E17.5 mouse airways, consistent with specific expression in ciliated cells. The remaining three transcripts tested (*Casz1*, *Nr4a3*, *Sox1*) were enriched in the airways (Fig. 1C).

**Fig. 1.**
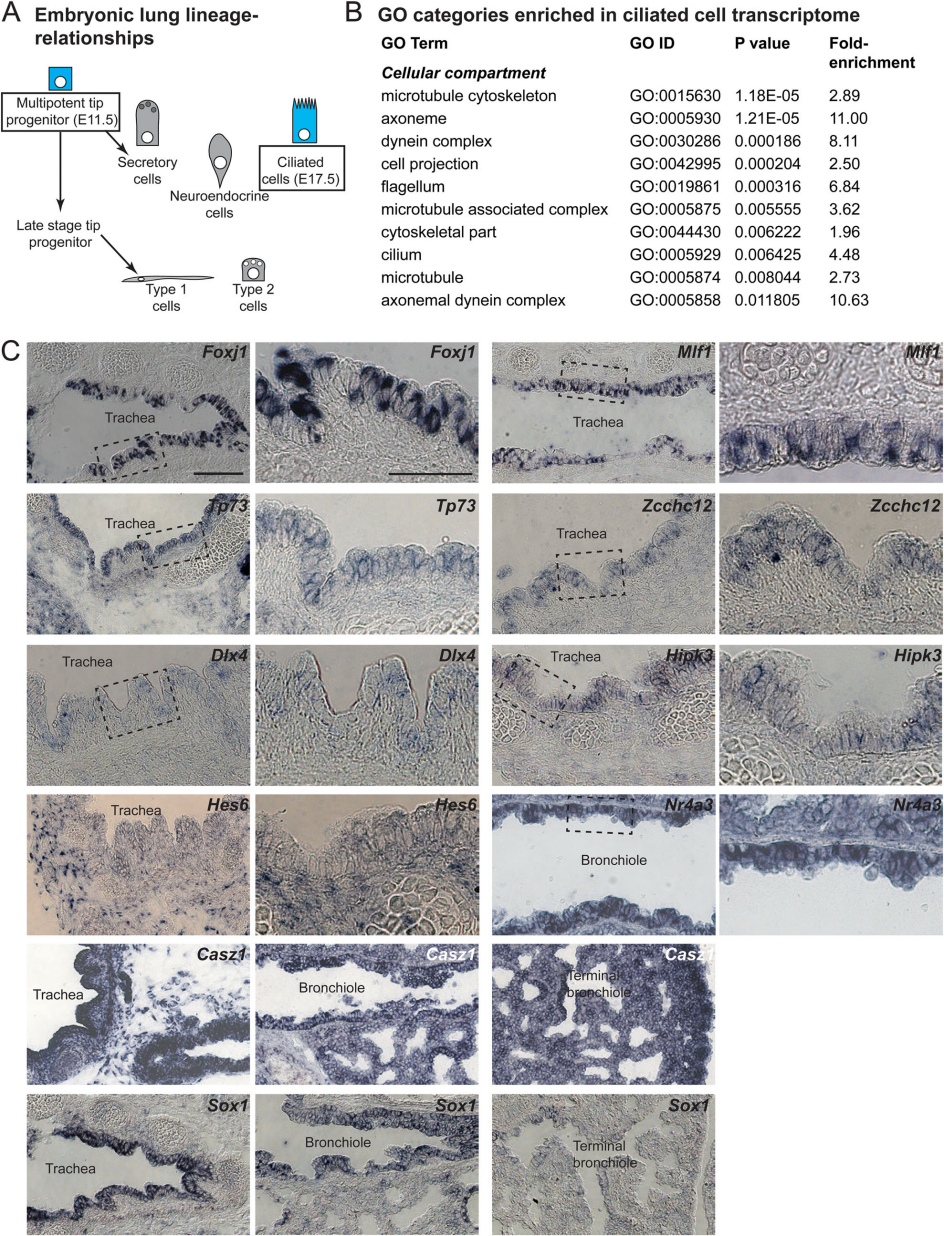
**A ciliated cell-specific transcriptome for the developing mouse airways.** (A) Diagram illustrating the lineage relationships between cells in the embryonic lung. Rectangles denote cell populations isolated for microarray analysis. (B) GO analysis of transcripts enriched >3-fold in the E17.5 *FOXJ1-GFP^+^* cells compared with the E11.5 tip progenitors showed that categories associated with cilia were highly enriched compared with their frequency in the reference genome. (C) mRNA *in situ* hybridisation for *Foxj1*, *Mlf1*, *Tp73*, *Zcchc12*, *Dlx4*, *Hipk3*, *Hes6*, *Nr4a3*, *Casz1* and *Sox1* in the E17.5 stage mouse airways. Scale bars: 100 μm; 50 μm in insets.

### An *ex vivo* functional assay for factors that are sufficient to promote ciliated cell differentiation in the mouse embryonic trachea

We established a relatively simple method for testing the ability of selected nuclear factors to promote ciliated cell differentiation. We isolated E14.5 tracheae from outbred MF1 mice and confirmed that ciliated cell differentiation occurred reproducibly during 7 days of organ culture in Dulbecco's modified Eagle medium (DMEM)/F12 medium (Fig. 2A-C) (Guseh et al., 2009). We next electroporated tracheae with a plasmid containing GFP and the gene of interest driven from a ubiquitous cytomegalovirus (CMV)/chicken β-actin promoter (Hand et al., 2005). Tracheae were cultured for 7 days, fixed, sectioned and immunostained for GFP and acetylated tubulin (ACT, to identify cilia). Electroporated cells were scored manually as ciliated (GFP^+^, ACT^+^), or non-ciliated (GFP^+^, ACT^−^) (Fig. 2D,E). Electroporation using negative control (GFP-only) plasmid resulted in 45±1.4% (mean±s.e.m.) GFP^+^ ciliated cells; *n*=14 independent experiments. To confirm that we could alter the extent of ciliated cell differentiation in this assay we electroporated plasmids containing the intracellular domain of Notch1 (*Notch1^ICD^*) which is known to inhibit ciliogenesis (Guseh et al., 2009; Tsao et al., 2009), or *Multicilin* (*Mcin*) which promotes ciliogenesis (Stubbs et al., 2012). As expected, *Notch1^ICD^* decreased the percentage of GFP^+^ ciliated cells to 3% (*n*=1), whereas *Mcin* increased the percentage of GFP^+^ ciliated cells to 78±2% (*n*=3), validating the overexpression assay (Fig. 2F).

**Fig. 2.**
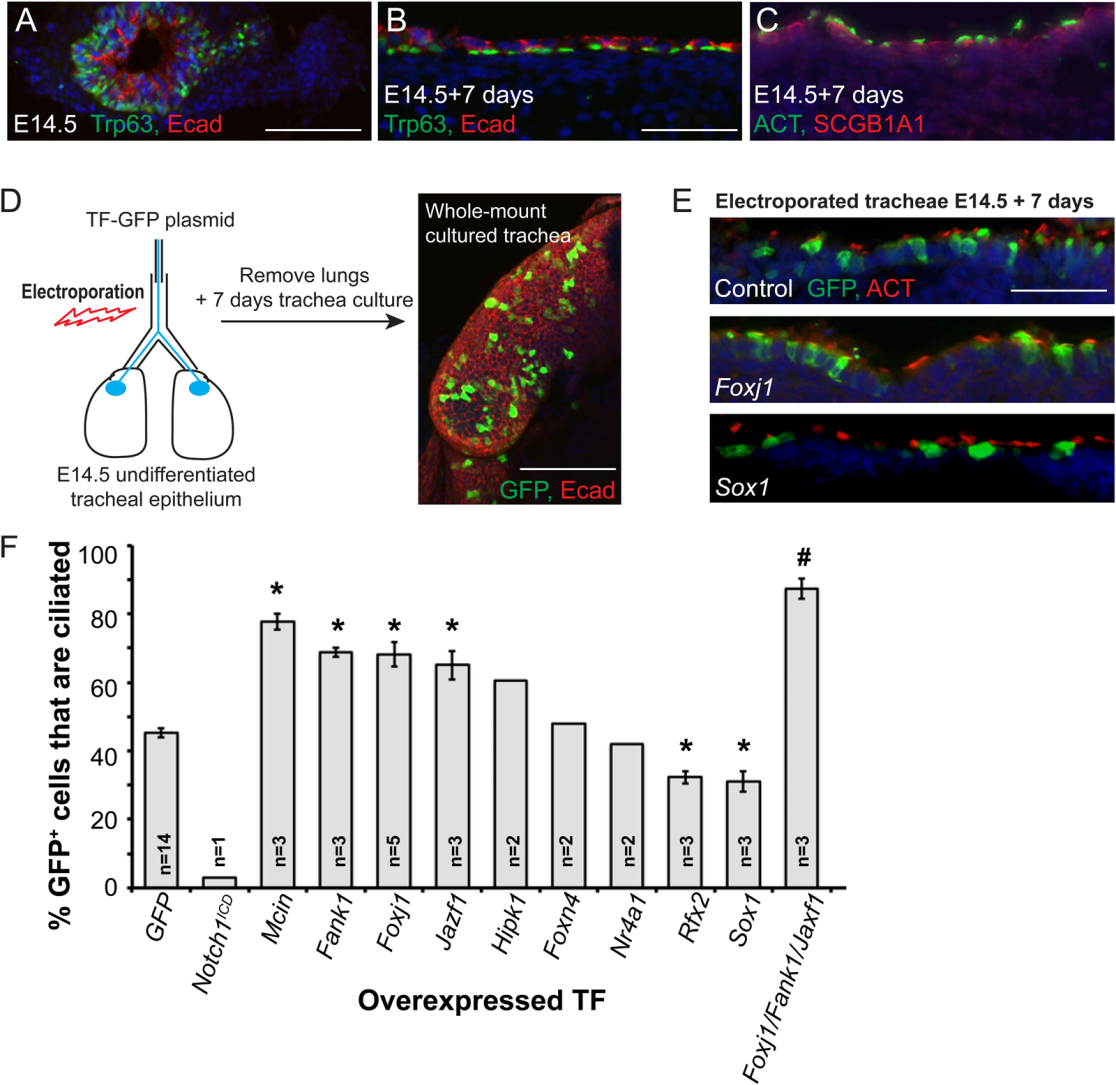
**An *ex vivo* embryonic airway overexpression assay identifies *Fank1* and *Jazf1* as novel factors that can promote ciliated cell differentiation.** (A-C) Frozen sections showing *in vitro* differentiation of E14.5 wild-type mouse tracheae over 7 days *ex vivo*. (A,B) Green=TRP63, progenitor cells; red=E-cadherin, lateral cell membranes. (C) Green=ACT, ciliated cells; red=SCGB1A1, club cells. (D) Diagram of overexpression assay. E14.5 undifferentiated tracheae are electroporated with expression constructs and cultured for 7 days. Right panel shows whole-mount image of trachea at culture day 7 stained for GFP (green) and E-cadherin (red) to illustrate the typical extent of electroporation. (E) Examples of sectioned electroporated tracheae at E14.5+7 days. Green=GFP, electroporated cells; red=ACT, cilia; blue=DAPI, nuclei. (F) Graph to show percentage of electroporated GFP^+^ cells that co-stain with ACT in each condition tested. Data are mean±s.e.m. *P<0.05 for Student's *t*-test compared with GFP plasmid. ^#^*P*<0.05 for Student's *t*-test compared with *Foxj1* plasmid. Scale bars: 100 μm in A; 200 μm in B and E; 40 μm in D.

*Foxj1* has previously been reported to promote ciliated cell differentiation when overexpressed in developing the lung alveoli, or zebrafish floorplate (Tichelaar et al., 1999; Yu et al., 2008), but not when overexpressed in adult airway epithelial cells grown *in vitro* (You et al., 2004). Moreover, airway ciliated cells are specified in *Foxj1* mutants, but blocked in their differentiation process as their basal bodies do not dock at the apical membrane (Gomperts et al., 2004; You et al., 2004). Hence, *Foxj1* transcription is typically considered to be necessary for ciliated cell differentiation, but not sufficient to promote ciliated cell fate. However, in our organ culture overexpression assay, *Foxj1* significantly increased the percentage of GFP^+^ ciliated cells to 68±3.6% (*n*=5; *P*=0.00183; Fig. 2F). Similarly, *Rfx3* is reported to be necessary for multiciliated cell differentiation, but not sufficient to promote differentiation of additional ciliated cells when expressed in cultured human airway epithelial cells (Didon et al., 2013; El Zein et al., 2009). Preliminary experiments with *Rfx3* overexpression also resulted in an increase in the percentage of GFP^+^ ciliated cells to 76% (Table S2). These results suggest that the developmental assay that we have established is a sensitive tool for identifying factors which have a function in the process of ciliated cell differentiation and is not limited to only the most upstream factors.

We next assayed the ability of a range of ciliated cell-specific nuclear factors identified in our microarray experiments for their ability to promote ciliated cell differentiation when electroporated into *ex vivo* embryonic tracheae (Fig. 2F; Table S2). We aimed to identify factors that could promote ciliated cell differentiation to a similar extent to *Foxj1*. Out of 12 factors tested, three promoted ciliated cell differentiation to greater than 60% of GFP^+^ cells. These were *Fank1* (69±1.3%; *n*=3; *P*=0.0000024), *Jazf1* (65±4.1%; *n*=3; *P*=0.034) and *Homeodomain interacting protein kinase 1* (*Hipk1*) (61±4%; *n*=2; *P*=0.039). By contrast, *Regulatory Factor X, 2* (*Rfx2*) (32±1.9%; *n*=3; *P*=0.001) and *SRY box containing gene 1* (*Sox1*) (31±3%; *n*=3; *P*=0.017) both significantly decreased the extent of ciliated cell differentiation. This decrease was particularly surprising for *Rfx2* as it has previously been reported to function as a ciliated cell-specific transcription factor acting in parallel to, or downstream of, *Foxj1* (El Zein et al., 2009). Interestingly, Rfx2 has been suggested to coordinate both ciliated cell differentiation and cellular intercalation (Chung et al., 2014). Such functions may result in a different phenotypic outcome in our assay, although this remains to be tested. *Rfx2* and *Sox1* were not explored further in the current study.

Of the three factors that promoted ciliated cell fate we focused on *Fank1* and *Jazf1.* (The *Hipk1* cDNA was inconveniently large and did not electroporate efficiently in the assay.) *Fank1* and *Jazf1* promoted ciliated cell fate to a similar extent to *Foxj1* and we wondered if the three factors could act synergistically. We therefore electroporated the three factors together. A combination of *Fank1*, *Foxj1* and *Jazf1* together was able to promote ciliated cell differentiation to a greater extent than *Foxj1* alone (87±2.4%; *n*=3; *P*=0.0043 Student's *t*-test compared to *Foxj1* plasmid; Fig. 2F). Preliminary data suggested that pairwise combinations of any two out of three of these TFs had a lesser effect than all three TFs together (Table S2), so this was not explored further. This co-expression result suggested that the three factors may act together, or in parallel, in the hierarchy of factors that control ciliated cell differentiation.

### *Fank1* and *Jazf1* transcripts are enriched in adult ciliated cells

We tested in which adult mouse tracheal epithelial cells *Fank1* and *Jazf1* are expressed by isolating basal, ciliated, and secretory cells by flow cytometry for quantitative reverse transcription polymerase chain reaction (qRT-PCR). We found that *Fank1* was exclusively expressed in ciliated cells, similarly to *Foxj1*. By contrast, *Jazf1* was enriched in adult ciliated cells, but was also expressed in secretory and basal cells (Fig. 3A). These data are consistent with recent reports in which *Fank1* was found to be expressed in differentiating airway ciliated cells *in vivo* and *in vitro*, and in zebrafish cells ectopically over-expressing *Foxj1a* (Choksi et al., 2014; Hoh et al., 2012; Stauber et al., 2017; Treutlein et al., 2014). Similarly, *Jazf1* was identified in differentiating airway ciliated cells *in vitro* (Hoh et al., 2012).

**Fig. 3.**
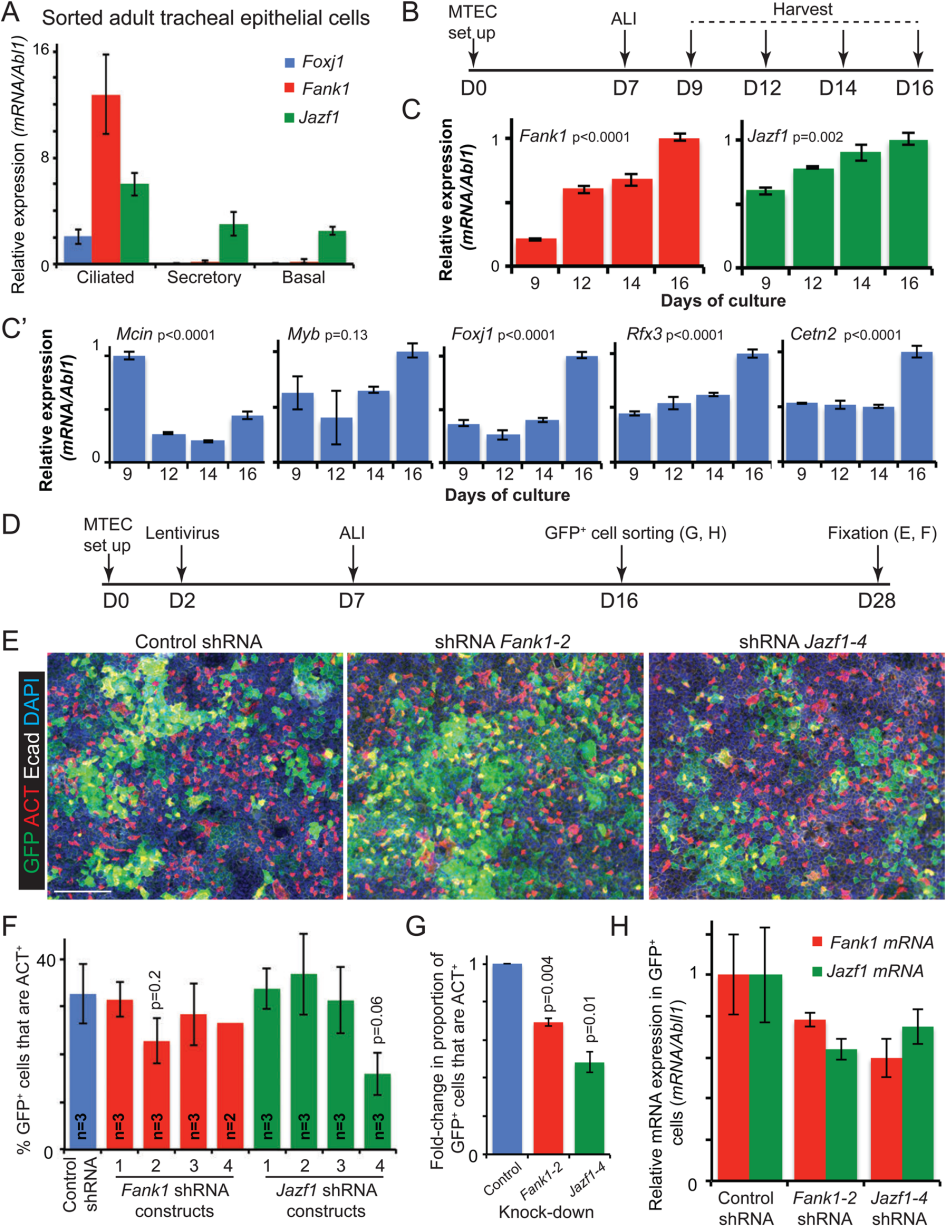
***Fank1* and *Jazf1* are specifically expressed in adult mouse airway ciliated cells and their *in vitro* knock-down inhibits ciliated cell differentiation.** (A) Relative levels of *Foxj1*, *Fank1* and *Jazf1* normalised to *Abl1*, detected by qRT-PCR in freshly isolated adult mouse tracheal basal, ciliated and secretory cells. *N*=3 biological replicates. Data are mean±s.e.m. (B) Experimental set-up for MTEC ALI culture expression time-course. (C,C′) Relative levels of *Fank1*, *Jazf1*, *Mcin*, *Myb*, *Foxj1*, *Rfx3* and *Cetn2* during ALI differentiation. Values normalised to *Abl1* and the highest value set to 1. *N*=3 biological replicates. Data are mean±s.e.m. *P*-values are for one-way analysis of variance test for difference between groups. (D) Experimental set-up for lentiviral knock-down of *Fank1* or *Jazf1* in MTEC ALI cultures. (E) Representative whole-mount images of ALI cultures infected with control shRNA, *Fank1* shRNA construct 2 and *Jazf1* shRNA construct 4 lentiviral vectors. Green: GFP (infected cells); red: ACT (cilia); white: E-cadherin (lateral cell membranes); blue: Dapi (nuclei). Scale bar: 200 μm. (F) Quantitation of staining in E showing percentage of infected GFP^+^ cells that are ciliated. Data are mean±s.e.m. *P*-values are for Student's *t*-test compared to control. (G) Fold change in proportion of GFP^+^ ciliated cells compared to scrambled control following infection of lentiviral knock-down constructs. Data are mean±s.e.m. *P*-values are for Student's *t*-test compared to control. (H) Graphs to show fold change in mRNA levels of *Fank1* or *Jazf1* in GFP^+^ cells following control, *Fank1* or *Jazf1* knock-down. Data normalised to *Abl1* and the control set at 1. *N*=3 biological replicates. Data are mean±s.e.m.

We also determined when during ciliated cell differentiation *Fank1* and *Jazf1* are expressed. We took advantage of adult mouse tracheal epithelial cell (MTEC) cultures that were differentiated at air-liquid interface (ALI). In such cultures, ciliogenesis occurs progressively, allowing the temporal separation of the various stages of ciliogenesis (Pan et al., 2014; Tan et al., 2013; Vladar et al., 2012). As expected of an upstream regulator, *Mcin* transcripts peaked at culture day 9 and then decreased. By contrast, levels of *Myb*, *Foxj1* and *Rfx3*, which are involved in basal body production, and the basal body component, *Cetn2*, increased over the ALI culture period (Fig. 3B,C′). *Fank1* and *Jazf1* increased gradually during ALI culture, similar to *Foxj1* and *Rfx3*. Although, *Jazf1* was also initially expressed at a relatively high level at day 9, consistent with its expression in adult basal cells *in vivo* (Fig. 3B,C).

### Knock-down of *Fank1* or *Jazf1* in adult mouse airway cell cultures decreases the proportion of ciliated cells

The effects of knocking down *Fank1* and *Jazf1* were tested in MTEC cultures differentiated at ALI. We set up MTEC cultures and infected them with lentivirus containing GFP and an shRNA against *Fank1* or *Jazf1* on culture day 2. Cells were confluent by day 7 and were moved to ALI differentiation conditions. Cells were harvested at day 28 as preliminary experiments had shown that the number of ciliated cells continued to increase to at least day 28 (Fig. 3D). We tested four shRNAs against each gene and for each gene found one shRNA that reproducibly caused a decrease in the percentage of GFP^+^ infected cells that were also ACT^+^, compared to a scrambled shRNA control (Fig. 3E,F; Table S3). The number of ciliated cells at culture day 28 varied considerably from experiment to experiment, even in the absence of lentiviral infection, but not between wells within an experiment. We therefore normalised the knock-down data by calculating the fold change in the proportion of GFP^+^ cells that are ACT^+^ within each experiment (Fig. 3G). This revealed that two of the constructs resulted in statistically significant decreases in the proportion of ciliated cells: *Fank1* shRNA construct 2 resulted in 0.69±0.02 (proportion of GFP^+^ ciliated cells normalised to GFP-only lentivirus±s.e.m.); *n*=3 biological replicates; *P*=0.005. *Jazf1* shRNA construct 4 resulted in 0.48±0.05 GFP^+^ ciliated cells; *n*=3 biological replicates; *P*=0.01. GFP^+^ cells were isolated from infected cultures at day 16 and subjected to qRT-PCR for *Fank1* and *Jazf1.* This confirmed that *Fank1* and *Jazf1* were knocked down compared to the scrambled control (Fig. 3H). Interestingly, transcript levels of both genes were decreased in these single knock-downs. However, this is likely to be due to a decrease in the overall number of fully differentiated ciliated cells in the GFP^+^ population.

### *Fank1* and *Jazf1* likely function upstream of Foxj1 and downstream of IL6 and Notch signalling in ciliated cell fate specification

To preliminarily place *Fank1* and *Jazf1* in the ciliated cell differentiation hierarchy, we examined the expression levels of known ciliated-specific factors following knock-down. The relative mRNA levels of *Mcin*, *Foxj1*, *Myb*, *Rfx3* and *Spag6* were all decreased in knock-down GFP^+^ cells compared to control (Fig. 4A,B). These data confirm our result from manual counting, that the number of GFP^+^ ciliated cells is decreased in the knock-downs. We therefore investigated the possibility that the cultures contained arrested ciliated cells which had been specified, but were blocked in their differentiation. This situation would be analogous to *Foxj1* knock-out airways in which ciliated cells are specified and produce basal bodies, but these do not dock at the apical surface and cilia do not form (Gomperts et al., 2004; You et al., 2004). We stained cultures with antibodies against Foxj1, γ-tubulin and ACT to distinguish any cells that had nuclear Foxj1 and/or replicated centrosomes (defined by more than two γ-tubulin puncta), but had not made cilia (defined by apical ACT). The percentage of GFP^+^, Foxj1^+^ cells was decreased in both *Fank1* and *Jazf1* shRNA cultures to a similar extent to the decrease in the percentage of ACT^+^ cells (Figs 3G and 4C-E; Table S4). Moreover, we were unable to identify arrested ciliated cells that had multiple γ-tubulin puncta, but no ACT (Fig. 4C,D). We therefore conclude that *Fank1* and *Jazf1* may be required for the initiation, or maintenance, of ciliated cell fate upstream of Foxj1 expression. Alternatively, we cannot exclude that they are required for the survival of differentiating ciliated cells, although we saw no obvious regions of dead or dying cells in the cultures during the experiments.

**Fig. 4.**
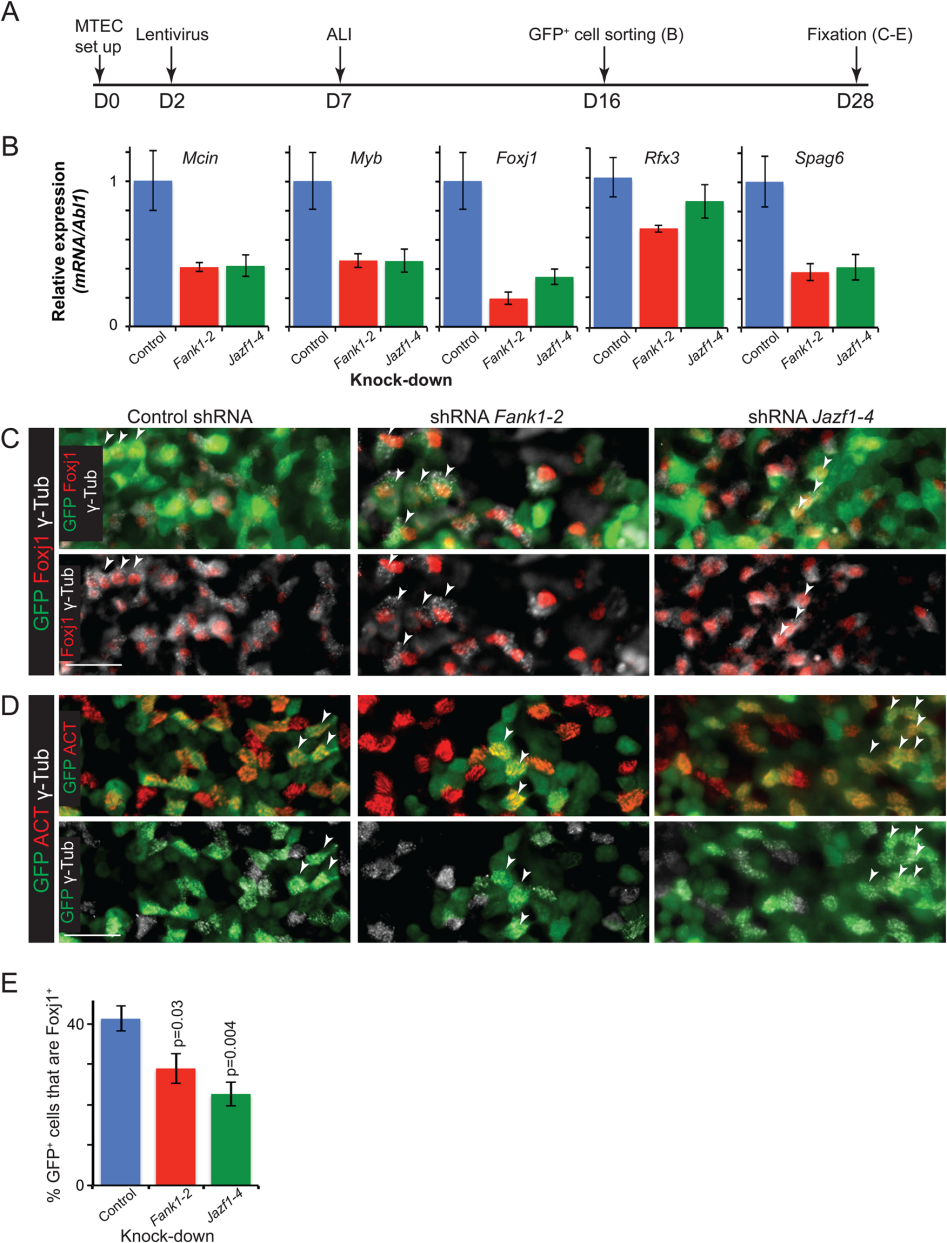
**Levels of ciliated cell-specific genes are decreased in the *Fank1* and *Jazf1* knock-downs.** (A) Experimental set-up for lentiviral knock-down of *Fank1* or *Jazf1* in MTEC ALI cultures followed by isolation of GFP^+^ cells at day 16 (B), or fixation for immunostaining at day 28 (C-E). (B) Graphs to show fold change in mRNA levels of *Mcin*, *Foxj1*, *Myb*, *Rfx3* and *Spag6* following control, *Fank1* or *Jazf1* knock-down. Data normalised to *Abl1* and the control set at 1. *N*=3 biological replicates. Data are mean±s.e.m. (C,D) Representative antibody staining from culture day 28. (C) Upper panels: merged images. Bottom panels: Foxj1/γ-tubulin co-localisation only. Green: GFP (lentiviral-infected cells); red: Foxj1 (ciliated cells); white: γ-tubulin (centrosomes and basal bodies). (D) Upper panels: GFP/ACT co-localisation. Lower panels: GFP/γ-tubulin co-localisation. Green: GFP (lentiviral-infected cells); red: ACT (cilia); white: γ-tubulin (centrosomes and basal bodies). All γ-tubulin^+^ cells are also ACT^+^. (E) Quantification of Foxj1 staining in C showing percentage of GFP^+^ cells that are Foxj1^+^. *N*=3 biological replicates. Data are mean±s.e.m. *P*-values are for Student's *t*-test compared to control. Scale bars: 50 μm.

Interleukin-6 (IL6) signalling has been shown to promote ciliated cell differentiation from basal stem cells (Tadokoro et al., 2014) and we were able to replicate this result in our MTEC ALI cultures (compare Fig. 3E with Fig. 5B). By contrast, Notch signalling inhibits ciliated cell differentiation (Guseh et al., 2009; Tsao et al., 2009) and inhibiting Notch increases the proportion of ciliated cells in MTEC ALI cultures (Mori et al., 2015) (compare Fig. 3E with Fig. 5C). We used MTEC ALI cultures to test if *Fank1* and *Jazf1* function downstream, or independently, of IL6 and Notch signalling (Fig. 5A). A significant decrease in the percentage of GFP^+^ ciliated cells still occurred when *Fank1* and *Jazf1* were knocked down in the presence of IL6 or DAPT (Fig. 5B-E; Tables S5 and S6). However, the fold changes were less in the presence of IL6 than in the control, untreated, cultures (Fig. 5F; Table S7). This partial suppression of the *Fank1* and *Jazf1* knock-down phenotypes by IL6 suggests that *Fank1* and *Jazf1* are transcribed (directly or indirectly) downstream of IL6 and that the increase in their transcription caused by IL6 was sufficient to overwhelm the effect of the shRNA knock-down. Therefore, *Fank1* and *Jazf1* likely function downstream of IL6 signalling in the process of ciliated cell differentiation. By contrast, the presence of DAPT did not cause a statistically significant suppression in the *Jazf1* phenotype (Fig. 5F). However, combining the *Fank1* knock-down with DAPT treatment resulted in a significantly greater decrease in the proportion of ciliated cells than *Fank1* knock-down alone (Fig. 5F). There may be a close relationship between Fank1 expression and Notch signalling which warrants future further investigation.

**Fig. 5.**
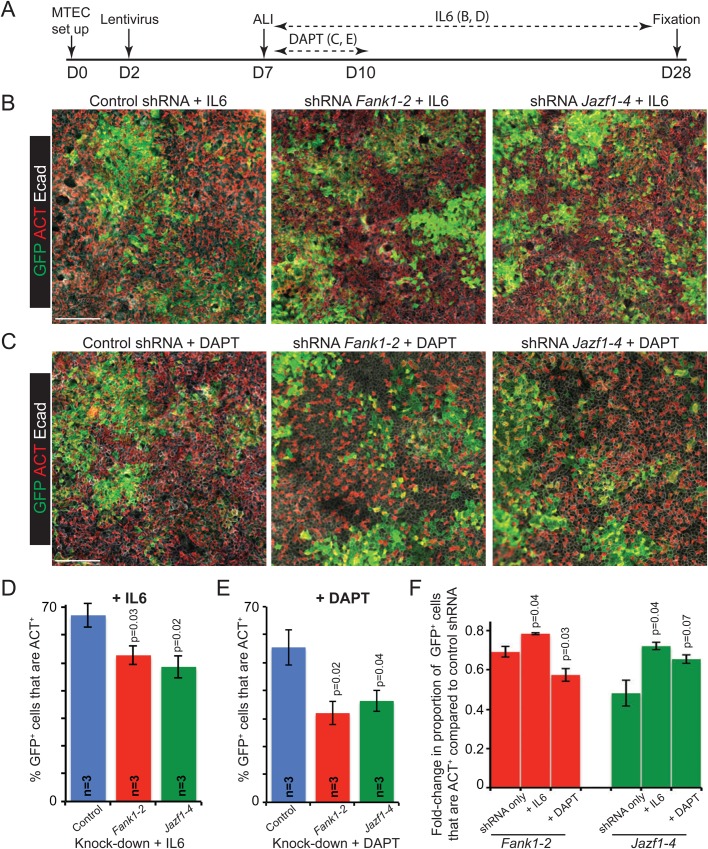
**Fank1 and Jazf1 function downstream of IL6 in ciliated cell differentiation.** (A) Experimental set-up for lentiviral knock-down of *Fank1* or *Jazf1* in MTEC ALI cultures followed by addition of IL6 or DAPT. (B) Representative antibody staining of culture day 28 in the presence of IL6. (C) Representative antibody staining of culture day 28 in the presence of DAPT. Green: GFP (lentiviral-infected cells); red: ACT (apical cilia); white: E-cadherin (lateral cell membranes). Scale bars: 50 μm. (D,E) Graphs show percentage of GFP^+^ ciliated cells in knock-down cultures in the presence of IL6, or DAPT. (F) Graph shows fold-change in proportion of GFP^+^ ciliated cells in shRNA only controls, or in the presence of IL6 or DAPT. *N*=3 biological replicates. Data are mean± s.e.m. *P*-values are for Student's *t*-test compared to control.

## DISCUSSION

We show that *Fank1* and *Jazf1* are sufficient to promote ciliated cell differentiation in mouse embryonic tracheal explant cultures and are necessary for ciliated cell differentiation in primary adult airway epithelial cultures. Moreover, our knock-down experiments suggest that these factors both act downstream of IL6 signalling, but upstream of Foxj1 expression.

Fank1 and Jazf1 have both previously been linked to ciliated cell differentiation in the mouse lung and in other systems. Both genes have been detected in *FOXJ1-GFP*-expressing differentiating ciliated cells in adult mouse airway cultures (Hoh et al., 2012). In embryonic mouse airways, *Fank1* has been identified as a putative marker of differentiating ciliated cells (Treutlein et al., 2014) and as a putative *Foxj1* target (Stauber et al., 2017). Fank1 has also been identified as a direct target of Rfx2 in the *Xenopus* epidermis (Chung et al., 2014) and a putative Foxj1a target in zebrafish (Choksi et al., 2014). To our knowledge, functional analysis of *Fank1* has not previously been carried out. There is only one report of *Jazf1* transcription in ciliated cells (Hoh et al., 2012), which is possibly explained by its transcription in non-ciliated airway epithelial cells and therefore lower fold change in genome-wide analyses. However, knock-down of a Zebrafish Jazf1 homologue, *Seson*, resulted in cilia phenotypes, including left-right patterning defects (Kang et al., 2010).

Taken together, our data and the published reports suggest that *Fank1* and *Jazf1* are a conserved part of the cell autonomous multiciliogenesis differentiation process. It will be interesting in the future to further investigate their functions using mouse knock-outs and genetic manipulations in other species.

## MATERIALS AND METHODS

### Mice

Wild-type MF1 outbred embryos were used for E14.5 tracheal cultures. Noon on the day of the plug was considered to be E0.5. Wild-type C57Bl/6J inbred mice (>8 weeks old) were used for MTEC cultures. Mouse strain *FOXJ1-GFP* has been described previously (Ostrowski et al., 2003). All animal experiments were regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB) (license numbers PPL70/812 and 70/7874).

### E14.5 tracheal explant culture and electroporation

Ciliated cell-specific transcription factors were cloned into the Gateway-modified pCIG2 expression vector (Hand et al., 2005). The pCIG2 vector contains a CMV/chicken β actin promoter which drives the gene of interest together with IRES-eGFP. Undifferentiated E14.5 mouse trachea and lungs were excised and placed in sterile DMEM/F12 medium (ThermoFisher Scientific, 11320-033) on ice. A fine glass capillary was used to microinject a plasmid solution (at least 2 mg/ml in sterile water, mixed with 0.04% Trypan Blue) into the trachea. The trachea were then immediately electroporated using an Electro Square Porator (Model ECM 830, BTX, Holliston, MA, USA) with 3×50 V, 50 ms pulses at 500 ms intervals. The lungs were dissected off and the electoporated tracheae were incubated floating in DMEM/F12 medium at 37°C, 5% CO_2_ for 7 days. During this period, differentiation took place. Medium was changed every 48 h. Each biological replicate consisted of at least four MF1 tracheae from a single litter.

### MTEC ALI cultures

Tracheae were cut into small pieces and incubated in 50% Dispase II (Gibco, 16 U/ml). Epithelial sheets were isolated and dissociated to single cells. Unless otherwise stated, 2×10^5^ cells in 0.25 ml of PneumaCult™ Expansion medium (Stem Cell Technologies, Vancouver, Canada, 05008) were plated on collagen-coated 24-well tissue culture inserts (BD Falcon, Corning, Tewksbury, MA, USA, 353180). Differentiation was induced in confluent cultures (usually 7 days post-plating) by removal of insert medium and addition of PneumaCult™ ALI medium (Stem Cell Technologies, 05001) to the outer chamber. The length of ALI culture ranged from 9 to 21 days as stated.

Lentiviral transduction of MTECs was performed on day 2 post-plating by adding 5 μl of concentrated lentivirus to 150 μl of fresh culture medium (transwell insert only) and incubating at 37°C overnight. The medium was changed the following morning.

Recombinant mouse IL6 (R&D Systems Europe, 406-ML-005) was used at 10 ng/ml throughout the ALI phase of culture and refreshed every 2 days at medium change. DAPT (Sigma-Aldrich, D5942) was used at 1 μM for 72 h from ALI day 1 to ALI day 4.

### Lentiviruses

Constructs containing GFP and a single shRNA against *Fank1* or *Jazf1* were obtained from GeneCopoeia™; LVRU6GP. Packaging and envelope plasmids used were pRSV-Rev (Addgene, 12253), pMDLg/pRRE (Addgene, 12251) and pMD2.G (Addgene 12259). Fugene™ (Promega, E2311) was used to transfect 70-80% confluent Lenti-X 293T cells with lentiviral constructs and packaging plasmids. Lentiviral-containing supernatant was collected on day 3, filtered at 0.45 μm and concentrated using PEG-it™ viral precipitation solution (System Biosciences, Paolo Alto, CA, USA, LV810A) according to the manufacturer's instructions. Aliquots of lentivirus were stored at −80°C until use. shRNA target sequences are listed in Table S8.

### Antibody staining

Cultured embryonic trachea were fixed 1 h at 4°C in 4% paraformaldehyde in PBS (4% PFA), sucrose protected and embedded in Optimal Cutting Temperature medium (OCT; Tissue Tek, Leiden, The Netherlands) before cryosectioning at 10 μm. Cells in 24-well transwell inserts were fixed in 4% PFA for 20 min at room temperature and stained whole mount with a 15 min 0.3% TritonX-100 permeabilisation step. Membranes were mounted in the centre of a SecureSeal™ image spacer (Sigma-Aldrich, GBL654006). Mounting medium was Fluoromount (Sigma-Aldrich).

Primary antibodies: mouse anti-acetylated tubulin (1:3000, Sigma-Aldrich, clone 6-11B-1); rat anti-E-cadherin (1:3000, Invitrogen, clone ECCD-2); mouse anti-Foxj1 (1:300, BD Bioscience, clone 2A5); rabbit anti-γ-tubulin (1:1000, Sigma-Aldrich, clone 310381); chick anti-GFP (1:1000, Abcam ab13970); mouse anti-p63 (1:500, Santa Cruz Biotechnology, clone 4A4); rabbit anti-Scgb1a1 (1:500; Santa Cruz Biotechnology, sc-25555). Antigen retrieval was in 10 mM boiling sodium citrate buffer pH6 for Foxj1 and p63 on cryosections. Alexa Fluor-conjugated secondary antibodies (ThermoFisher Scientific) were used at 1:2000. DNA (Dapi, Sigma-Aldrich).

### Image analysis

Slides were photographed on a Axiophot compound microscope (Zeiss, Oberkochen, Germany) and GFP^+^ cells were scored as ciliated, or not-ciliated, based on apical acetylated tubulin staining (cilia) in the ImageJ software (NIH). In cryosections, only GFP^+^ cells with clearly visible apical and basal surfaces were scored. When possible, at least 100 GFP^+^ cells were counted in each experiment. Statistics were calculated using a Student's two-tailed *t*-test with unequal variance.

### mRNA *in situ* hybridisation

*In situ* plasmids for 27 of the transcription factors were obtained from the mouse BMAP cDNA collection (mouse Brain Molecular Anatomy Project, ThermoFisher Scientific). The identity of 13 of the plasmids was verified by sequencing. The sequence of the remaining 14 did not match the reference mRNA sequence and were not used. DIG-labelled probes (DIG RNA labelling Kit, Roche, 11175025910) were generated from the 13 sequence-verified constructs and *in situ* hybridisation performed. Results were obtained with 10 probes. Briefly, frozen sections of E17.5 lungs were hybridised overnight with DIG-labelled anti-sense mRNA transcripts (at a temperature of 58-65°C in a 50% formamide humidified chamber), washed in dilute salt solutions at the hybridsation temperature and visualised using Alkaline Phosphatase coupled anti-DIG (1:2000, Roche 12930023) and BCIP/NBT (Roche, 1383213).

### Microarrays and bioinformatics

E17.5 ciliated cells were isolated by flow sorting GFP^+^ cells from *FOXJ1-GFP* mice. RNA was isolated using the Qiagen RNEasy Mini Kit, amplified and labelled using the Ovation RNA Amplification Kit V2 and FL-Ovation Biotin V2 (NuGEN, Integrated Sciences, Willoughby, NSW, Australia). Hybridisation was to Affymetrix mouse 430.2 microarray chips (five chips per condition). Data were analysed using the Bioconductor Package in R and raw data deposited in Gene Expression Omnibus (GEO) **(**GSE111300**)**. Gene Ontology analysis was performed using GOToolbox (http://genome.crg.es/GOToolBox/). The E11.5 tip microarray data have been previously published (Laresgoiti et al., 2016) and the raw data are available at GEO (GSE75860).

### qRT-PCR

MTEC cultures in transwell inserts were harvested by trypsinisation. In some experiments GFP^+^ cells were specifically isolated using a fluorescence-activated cell sorting MoFlo flow cytometer (Beckman Coulter Life Sciences, Indianapolis, IN, USA). Primary tracheal epithelial cells were isolated as for MTECs and sorted using the MoFlo flow cytometer. Wild-type cells were gated as basal EpCAM, GSIβ4 lectin; secretory EpCAM, SSEA1; ciliated EpCAM, CD24 as previously described (Balasooriya et al., 2016).

Total RNA was extracted using Qiagen RNEasy Mini Kit and cDNA was synthesised using Superscript III reverse transcriptase (Life Technologies). Sybr Green JumpStart™ TaqReadyMix (Sigma-Aldrich, S9194-400RXN) was used for qRT-PCR on an Applied Biosystems 7300 Real Time PCR System (ThermoFisher Scientific). For ALI time-course in Fig. 3C, Primer sequences are listed in Table S9.

## Supplementary Material

Supplementary information

First Person interview

## References

[BIO033944C1] ArbiM., PefaniD. E., KyrousiC., LaliotiM. E., KalogeropoulouA., PapanastasiouA. D., TaravirasS. and LygerouZ. (2016). GemC1 controls multiciliogenesis in the airway epithelium. *EMBO Rep.* 17, 400-413. 10.15252/embr.20154088226882546PMC4772991

[BIO033944C2] BalasooriyaG. I., JohnsonJ.-A., BassonM. A. and RawlinsE. L. (2016). An FGFR1-SPRY2 signaling axis limits basal cell proliferation in the steady-state airway epithelium. *Dev. Cell* 37, 85-97. 10.1016/j.devcel.2016.03.00127046834PMC4825408

[BIO033944C3] BrechbuhlH. M., GhoshM., SmithM. K., SmithR. W., LiB., HicksD. A., ColeB. B., ReynoldsP. R. and ReynoldsS. D. (2011). beta-catenin dosage is a critical determinant of tracheal basal cell fate determination. *Am. J. Pathol.* 179, 367-379. 10.1016/j.ajpath.2011.03.01621703416PMC3123883

[BIO033944C4] BrodyS. L., YanX. H., WuerffelM. K., SongS.-K. and ShapiroS. D. (2000). Ciliogenesis and left-right axis defects in forkhead factor HFH-4-null mice. *Am. J. Respir. Cell Mol. Biol.* 23, 45-51. 10.1165/ajrcmb.23.1.407010873152

[BIO033944C5] BrooksE. R. and WallingfordJ. B. (2014). Multiciliated cells. *Curr. Biol.* 24, R973-R982. 10.1016/j.cub.2014.08.04725291643PMC4441396

[BIO033944C6] BurkeM. C., LiF.-Q., CygeB., ArashiroT., BrechbuhlH. M., ChenX., SillerS. S., WeissM. A., O'ConnellC. B., LoveD.et al. (2014). Chibby promotes ciliary vesicle formation and basal body docking during airway cell differentiation. *J. Cell Biol.* 207, 123-137. 10.1083/jcb.20140614025313408PMC4195830

[BIO033944C7] ChenJ., KnowlesH. J., HebertJ. L. and HackettB. P. (1998). Mutation of the mouse hepatocyte nuclear factor/forkhead homologue 4 gene results in an absence of cilia and random left-right asymmetry. *J. Clin. Invest.* 102, 1077-1082. 10.1172/JCI47869739041PMC509090

[BIO033944C8] ChoksiS. P., BabuD., LauD., YuX. and RoyS. (2014). Systematic discovery of novel ciliary genes through functional genomics in the zebrafish. *Development* 141, 3410-3419. 10.1242/dev.10820925139857PMC4199137

[BIO033944C9] ChungM.-I., KwonT., TuF., BrooksE. R., GuptaR., MeyerM., BakerJ. C., MarcotteE. M. and WallingfordJ. B. (2014). Coordinated genomic control of ciliogenesis and cell movement by RFX2. *eLife* 3, e01439 10.7554/eLife.0143924424412PMC3889689

[BIO033944C10] CiboisM., LuxardiG., ChevalierB., ThomeV., MerceyO., ZaragosiL.-E., BarbryP., PasiniA., MarcetB. and KodjabachianL. (2015). BMP signalling controls the construction of vertebrate mucociliary epithelia. *Development* 142, 2352-2363. 10.1242/dev.11867926092849

[BIO033944C11] DidonL., ZwickR. K., ChaoI. W., WaltersM. S., WangR., HackettN. R. and CrystalR. G. (2013). RFX3 modulation of FOXJ1 regulation of cilia genes in the human airway epithelium. *Respir. Res.* 14, 70 10.1186/1465-9921-14-7023822649PMC3710277

[BIO033944C12] El ZeinL., Ait-LounisA., MorleL., ThomasJ., ChhinB., SpasskyN., ReithW. and DurandB. (2009). RFX3 governs growth and beating efficiency of motile cilia in mouse and controls the expression of genes involved in human ciliopathies. *J. Cell Sci.* 122, 3180-3189. 10.1242/jcs.04834819671664

[BIO033944C13] FliegaufM., BenzingT. and OmranH. (2007). When cilia go bad: cilia defects and ciliopathies. *Nat. Rev.* 8, 880-893. 10.1038/nrm227817955020

[BIO033944C14] GaoX., VockleyC. M., PauliF., NewberryK. M., XueY., RandellS. H., ReddyT. E. and HoganB. L. M. (2013). Evidence for multiple roles for grainyheadlike 2 in the establishment and maintenance of human mucociliary airway epithelium. *Proc. Natl. Acad. Sci. USA* 110, 9356-9361. 10.1073/pnas.130758911023690579PMC3677453

[BIO033944C15] GaoX., BaliA. S., RandellS. H. and HoganB. L. M. (2015). GRHL2 coordinates regeneration of a polarized mucociliary epithelium from basal stem cells. *J. Cell Biol.* 211, 669-682. 10.1083/jcb.20150601426527742PMC4639861

[BIO033944C16] GiangrecoA., LuL., VickersC., TeixeiraV. H., GrootK. R., ButlerC. R., IlievaE. V., GeorgeP. J., NicholsonA. G., SageE. K.et al. (2012). beta-Catenin determines upper airway progenitor cell fate and preinvasive squamous lung cancer progression by modulating epithelial-mesenchymal transition. *J. Pathol.* 226, 575-587. 10.1002/path.396222081448PMC3434372

[BIO033944C17] GompertsB. N., Gong-CooperX. and HackettB. P. (2004). Foxj1 regulates basal body anchoring to the cytoskeleton of ciliated pulmonary epithelial cells. *J. Cell Sci.* 117, 1329-1337. 10.1242/jcs.0097814996907

[BIO033944C18] GusehJ. S., BoresS. A., StangerB. Z., ZhouQ., AndersonW. J., MeltonD. A. and RajagopalJ. (2009). Notch signaling promotes airway mucous metaplasia and inhibits alveolar development. *Development* 136, 1751-1759. 10.1242/dev.02924919369400PMC2673763

[BIO033944C19] HandR., BortoneD., MattarP., NguyenL., HengJ. I.-T., GuerrierS., BouttE., PetersE., BarnesA. P., ParrasC.et al. (2005). Phosphorylation of Neurogenin2 specifies the migration properties and the dendritic morphology of pyramidal neurons in the neocortex. *Neuron* 48, 45-62. 10.1016/j.neuron.2005.08.03216202708

[BIO033944C20] HohR. A., StoweT. R., TurkE. and StearnsT. (2012). Transcriptional program of ciliated epithelial cells reveals new cilium and centrosome components and links to human disease. *PLoS ONE* 7, e52166 10.1371/journal.pone.005216623300604PMC3534086

[BIO033944C21] KangN., RoH., ParkY., KimH.-T., HuhT.-L. and RheeM. (2010). Seson, a novel zinc finger protein, controls cilia integrity for the LR patterning during zebrafish embryogenesis. *Biochem. Biophys. Res. Commun.* 401, 169-174. 10.1016/j.bbrc.2010.08.12420816938

[BIO033944C22] KwonT., ChungM.-I., GuptaR., BakerJ. C., WallingfordJ. B. and MarcotteE. M. (2014). Identifying direct targets of transcription factor Rfx2 that coordinate ciliogenesis and cell movement. *Genome Data* 2, 192-194. 10.1016/j.gdata.2014.06.015PMC423684925419512

[BIO033944C23] LafkasD., SheltonA., ChiuC., de Leon BoenigG., ChenY., StawickiS. S., SiltanenC., ReicheltM., ZhouM., WuX.et al. (2015). Therapeutic antibodies reveal Notch control of transdifferentiation in the adult lung. *Nature* 528, 127-131. 10.1038/nature1571526580007

[BIO033944C24] LaresgoitiU., NikolićM. Z., RaoC., BradyJ. L., RichardsonR. V., BatchenE. J., ChapmanK. E. and RawlinsE. L. (2016). Lung epithelial tip progenitors integrate glucocorticoid- and STAT3-mediated signals to control progeny fate. *Development* 143, 3686-3699. 10.1242/dev.13402327578791PMC5087639

[BIO033944C25] LiA., ChanB., FelixJ. C., XingY., LiM., BrodyS. L., BorokZ., LiC. and MinooP. (2013). Tissue-dependent consequences of Apc inactivation on proliferation and differentiation of ciliated cell progenitors via Wnt and notch signaling. *PLoS ONE* 8, e62215 10.1371/journal.pone.006221523646120PMC3639955

[BIO033944C26] LoveD., LiF.-Q., BurkeM. C., CygeB., OhmitsuM., CabelloJ., LarsonJ. E., BrodyS. L., CohenJ. C. and TakemaruK.-I. (2010). Altered lung morphogenesis, epithelial cell differentiation and mechanics in mice deficient in the Wnt/beta-catenin antagonist Chibby. *PLoS ONE* 5, e13600 10.1371/journal.pone.001360021049041PMC2963606

[BIO033944C27] MarcetB., ChevalierB., LuxardiG., CorauxC., ZaragosiL.-E., CiboisM., Robbe-SermesantK., JollyT., CardinaudB., MoreilhonC.et al. (2011). Control of vertebrate multiciliogenesis by miR-449 through direct repression of the Delta/Notch pathway. *Nat. Cell Biol.* 13, 693-699. 10.1038/ncb224121602795

[BIO033944C28] MarshallC. B., MaysD. J., BeelerJ. S., RosenbluthJ. M., BoydK. L., Santos GuaschG. L., ShaverT. M., TangL. J., LiuQ., ShyrY.et al. (2016). p73 is required for multiciliogenesis and regulates the Foxj1-associated gene network. *Cell Rep.* 14, 2289-2300. 10.1016/j.celrep.2016.02.03526947080PMC4794398

[BIO033944C29] MoriM., MahoneyJ. E., StupnikovM. R., Paez-CortezJ. R., SzymaniakA. D., VarelasX., HerrickD. B., SchwobJ., ZhangH. and CardosoW. V. (2015). Notch3-Jagged signaling controls the pool of undifferentiated airway progenitors. *Development* 142, 258-267. 10.1242/dev.11685525564622PMC4302835

[BIO033944C30] MoriM., HazanR., DanielianP. S., MahoneyJ. E., LiH., LuJ., MillerE. S., ZhuX., LeesJ. A. and CardosoW. V. (2017). Cytoplasmic E2f4 forms organizing centres for initiation of centriole amplification during multiciliogenesis. *Nat. Commun.* 8, 15857 10.1038/ncomms1585728675157PMC5500891

[BIO033944C31] MorimotoM., NishinakamuraR., SagaY. and KopanR. (2012). Different assemblies of Notch receptors coordinate the distribution of the major bronchial Clara, ciliated and neuroendocrine cells. *Development* 139, 4365-4373. 10.1242/dev.08384023132245PMC3509731

[BIO033944C32] NemajerovaA., KramerD., SillerS. S., HerrC., ShomroniO., PenaT., Gallinas SuazoC., GlaserK., WildungM., SteffenH.et al. (2016). TAp73 is a central transcriptional regulator of airway multiciliogenesis. *Genes Dev.* 30, 1300-1312. 10.1101/gad.279836.11627257214PMC4911929

[BIO033944C33] OstrowskiL. E., HutchinsJ. R., ZakelK. and O'NealW. K. (2003). Targeting expression of a transgene to the airway surface epithelium using a ciliated cell-specific promoter. *Mol. Ther.* 8, 637-645. 10.1016/S1525-0016(03)00221-114529837

[BIO033944C34] PanJ.-H., Adair-KirkT. L., PatelA. C., HuangT., YozampN. S., XuJ., ReddyE. P., ByersD. E., PierceR. A., HoltzmanM. J.et al. (2014). Myb permits multilineage airway epithelial cell differentiation. *Stem Cells* 32, 3245-3256. 10.1002/stem.181425103188PMC4245327

[BIO033944C35] Pardo-SagantaA., LawB. M., Gonzalez-CeleiroM., VinarskyV. and RajagopalJ. (2013). Ciliated cells of pseudostratified airway epithelium do not become mucous cells after ovalbumin challenge. *Am. J. Respir. Cell Mol. Biol.* 48, 364-373. 10.1165/rcmb.2012-0146OC23239495PMC3604083

[BIO033944C36] Pardo-SagantaA., LawB. M., TataP. R., VilloriaJ., SaezB., MouH., ZhaoR. and RajagopalJ. (2015a). Injury induces direct lineage segregation of functionally distinct airway basal stem/progenitor cell subpopulations. *Cell Stem Cell* 16, 184-197. 10.1016/j.stem.2015.01.00225658372PMC4334442

[BIO033944C37] Pardo-SagantaA., TataP. R., LawB. M., SaezB., ChowR. D.-W., PrabhuM., GridleyT. and RajagopalJ. (2015b). Parent stem cells can serve as niches for their daughter cells. *Nature* 523, 597-601. 10.1038/nature1455326147083PMC4521991

[BIO033944C38] RawlinsE. L. and HoganB. L. M. (2008). Ciliated epithelial cell lifespan in the mouse trachea and lung. *Am. J. Physiol. Lung Cell. Mol. Physiol.* 295, L231-L234. 10.1152/ajplung.90209.200818487354PMC2494792

[BIO033944C39] RawlinsE. L., OstrowskiL. E., RandellS. H. and HoganB. L. M. (2007). Lung development and repair: Contribution of the ciliated lineage. *Proc. Natl. Acad. Sci. USA* 104, 410-417. 10.1073/pnas.061077010417194755PMC1752191

[BIO033944C40] RawlinsE. L., OkuboT., XueY., BrassD. M., AutenR. L., HasegawaH., WangF. and HoganB. L. M. (2009). The role of Scgb1a1+ Clara cells in the long-term maintenance and repair of lung airway, but not alveolar, epithelium. *Cell Stem Cell* 4, 525-534. 10.1016/j.stem.2009.04.00219497281PMC2730729

[BIO033944C41] RockJ. R., GaoX., XueY., RandellS. H., KongY.-Y. and HoganB. L. M. (2011). Notch-dependent differentiation of adult airway basal stem cells. *Cell Stem Cell* 8, 639-648. 10.1016/j.stem.2011.04.00321624809PMC3778678

[BIO033944C42] SmithR. W., HicksD. A. and ReynoldsS. D. (2012). Roles for beta-catenin and doxycycline in the regulation of respiratory epithelial cell frequency and function. *Am. J. Respir. Cell Mol. Biol.* 46, 115-124. 10.1165/rcmb.2011-0099OC21852686PMC3262653

[BIO033944C43] SpasskyN. and MeunierA. (2017). The development and functions of multiciliated epithelia. *Nat. Rev.* 18, 423-436. 10.1038/nrm.2017.2128400610

[BIO033944C44] StauberM., WeidemannM., Dittrich-BreiholzO., LobschatK., AltenL., MaiM., BeckersA., KrachtM. and GosslerA. (2017). Identification of FOXJ1 effectors during ciliogenesis in the foetal respiratory epithelium and embryonic left-right organiser of the mouse. *Dev. Biol.* 423, 170-188. 10.1016/j.ydbio.2016.11.01927914912

[BIO033944C45] StubbsJ. L., VladarE. K., AxelrodJ. D. and KintnerC. (2012). Multicilin promotes centriole assembly and ciliogenesis during multiciliate cell differentiation. *Nat. Cell Biol.* 14, 140-147. 10.1038/ncb240622231168PMC3329891

[BIO033944C46] TadokoroT., WangY., BarakL. S., BaiY., RandellS. H. and HoganB. L. M. (2014). IL-6/STAT3 promotes regeneration of airway ciliated cells from basal stem cells. *Proc. Natl. Acad. Sci. USA* 111, E3641-E3649. 10.1073/pnas.140978111125136113PMC4156689

[BIO033944C47] TanF. E., VladarE. K., MaL., FuentealbaL. C., HohR., EspinozaF. H., AxelrodJ. D., Alvarez-BuyllaA., StearnsT., KintnerC.et al. (2013). Myb promotes centriole amplification and later steps of the multiciliogenesis program. *Development* 140, 4277-4286. 10.1242/dev.09410224048590PMC3787764

[BIO033944C48] TerréB., PiergiovanniG., Segura-BayonaS., Gil-GómezG., YoussefS. A., AttoliniC. S. O., Wilsch-BraäningerM., JungC., RojasA. M., MarjanovićM.et al. (2016). GEMC1 is a critical regulator of multiciliated cell differentiation. *EMBO J.* 35, 942-960. 10.15252/embj.20159282126933123PMC5207319

[BIO033944C49] TichelaarJ. W., WertS. E., CostaR. H., KimuraS. and WhitsettJ. A. (1999). HNF-3/forkhead homologue-4 (HFH-4) is expressed in ciliated epithelial cells in the developing mouse lung. *J. Histochem. Cytochem.* 47, 823-831. 10.1177/00221554990470061210330459

[BIO033944C50] TilleyA. E., WaltersM. S., ShaykhievR. and CrystalR. G. (2015). Cilia dysfunction in lung disease. *Annu. Rev. Physiol.* 77, 379-406. 10.1146/annurev-physiol-021014-07193125386990PMC4465242

[BIO033944C51] ToskalaE., Smiley-JewellS. M., WongV. J., KingD. and PlopperC. G. (2005). Temporal and spatial distribution of ciliogenesis in the tracheobronchial airways of mice. *Am. J. Physiol. Lung Cell. Mol. Physiol.* 289, L454-L459. 10.1152/ajplung.00036.200515879461PMC1488824

[BIO033944C52] TreutleinB., BrownfieldD. G., WuA. R., NeffN. F., MantalasG. L., EspinozaF. H., DesaiT. J., KrasnowM. A. and QuakeS. R. (2014). Reconstructing lineage hierarchies of the distal lung epithelium using single-cell RNA-seq. *Nature* 509, 371-375. 10.1038/nature1317324739965PMC4145853

[BIO033944C53] TsaoP.-N., VasconcelosM., IzvolskyK. I., QianJ., LuJ. and CardosoW. V. (2009). Notch signaling controls the balance of ciliated and secretory cell fates in developing airways. *Development* 136, 2297-2307. 10.1242/dev.03488419502490PMC2729343

[BIO033944C54] VladarE. K., BaylyR. D., SangoramA. M., ScottM. P. and AxelrodJ. D. (2012). Microtubules enable the planar cell polarity of airway cilia. *Curr. Biol.* 22, 2203-2212. 10.1016/j.cub.2012.09.04623122850PMC3518597

[BIO033944C55] WatsonJ. K., RulandsS., WilkinsonA. C., WuidartA., OussetM., Van KeymeulenA., GöttgensB., BlanpainC., SimonsB. D. and RawlinsE. L. (2015). Clonal dynamics reveal two distinct populations of basal cells in slow-turnover airway epithelium. *Cell Rep.* 12, 90-101. 10.1016/j.celrep.2015.06.01126119728PMC4518462

[BIO033944C56] YouY., HuangT., RicherE. J., SchmidtJ.-E. H., ZabnerJ., BorokZ. and BrodyS. L. (2004). Role of f-box factor foxj1 in differentiation of ciliated airway epithelial cells. *Am. J. Physiol. Lung Cell. Mol. Physiol.* 286, L650-L657. 10.1152/ajplung.00170.200312818891

[BIO033944C57] YuX., NgC. P., HabacherH. and RoyS. (2008). Foxj1 transcription factors are master regulators of the motile ciliogenic program. *Nat. Genet.* 40, 1445-1453. 10.1038/ng.26319011630

# Supplementary material for: Fank1 and Jazf1 promote multiciliated cell differentiation in the mouse airway epithelium
**Source:** Biol Open. 2018 Apr 15;7(4):bio033944. doi: 10.1242/bio.033944
**Supplement:** Supplementary information

**Table S1****List of genes annotated as transcription factors enriched in differentiating ciliated cells versus lung tip multipotent progenitors**

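Table S1 gives for each gene a fold change between the E17.5 FOXJ1-GFP+ cells and the E11.5 tip progenitors, an average expression and an adjusted p-value. The table does not say over which arrays the average was taken, nor on which scale, which was read here as log2. Its text here holds 64 rows for 61 genes. Of these, Aff1 is listed with a fold change of 2.76, below the cut-off of 3, and no gene has an average of 5 or less. On the 5 arrays of E17.5 cells, the level of 57 of 58 genes lay above the paper's average for that gene, by a median of 1.68 on the log2 scale. With all probe sets of a gene averaged, in place of the one with the highest mean, 39 genes lay above and 19 below the paper's average, with a median difference of 1.07. Foxj1 lay 4.68 above it (level 12.82 ± 0.08, SD, n = 5 arrays; the paper's average is 8.14) and Fank1 4.26 above it (the paper's average is 8.32). Fosb, whose fold change in the table is larger than theirs, lay 1.96 above it and Egr1 1.53 above it. Cdkn2b, at 8.35 ± 0.17, lay below the paper's average of 8.98. The table does not name probe sets, and 39 of the 58 genes have more than 1, so the probe set used here can be another than the table's. Its genes were chosen for a higher level at E17.5. A level above an average that took in E11.5 arrays would follow from that choice.

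**Figure D2:**
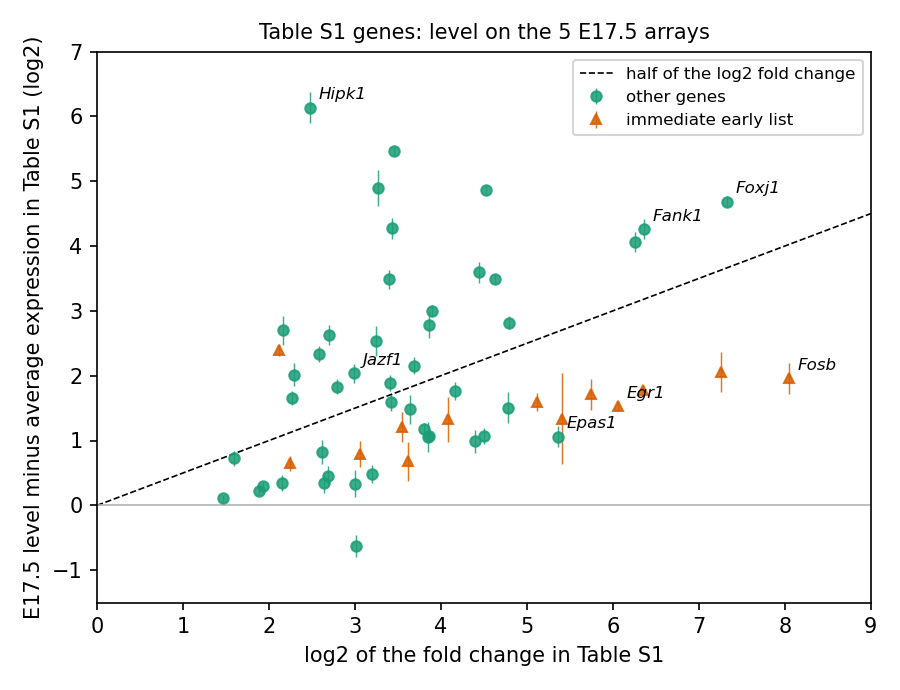
Level on the 5 E17.5 arrays minus the paper's average expression (vertical axis, log2) against the log2 of the paper's fold change (horizontal axis) for 58 genes of Table S1. Points are means with the SD of the 5 arrays as bars, triangles are genes of the immediate early list, and the dashed line marks 0.5 of the log2 fold change. Foxj1 lies 4.68 and Fosb 1.96 above the average.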

Cut-offs: &gt;3 fold-change and average expression of at least 5.

**Genes previously-reported as ciliated cell specific, or airway enriched**

| Gene Symbo | Gene Name                         | Fold-change | Average expression | adj. P.Val |
|------------|-----------------------------------|-------------|--------------------|------------|
| Foxj1      | forkhead box J1                   | 160.40      | 8.14               | 1.11E-14   |
| Myb        | myeloblastosis oncogene           | 23.06       | 8.90               | 1.17E-14   |
| Trp73      | transformation related protein 73 | 10.78       | 7.73               | 5.00E-14   |
| Ascl1      | achaete-scute complex homolog 1   | 34.45       | 6.32               | 2.36E-14   |
| Hopx       | HOP homeobox                      | 13.95       | 11.38              | 5.57E-13   |

**Remaining genes**

Table S2

| Biological Replicates        | TF | % GFP positive cells ciliated (total no. cells screened) |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
|------------------------------|----|----------------------------------------------------------|-------|------------|---------|------------|----------|----------|---------|---------|---------|----------|----------|--------|----------|---------|----------|----------|-----------|-----------|-----------|-------------------|
|                              |    | GFP                                                      | NICD  | Multicilin | Rfx3    | Fank1      | FoxJ1    | Jazf1    | Hipk1   | Hipk3   | Hes6    | Foxn4    | Glis3    | Barx2  | Nr4a1    | Dlx4    | Rfx2     | Sox1     | Foxj1/Fan | Fank1/Jaz | Foxj1/Jaz | Foxj1/Fank1/Jazf1 |
| 1                            |    | 40 (79)                                                  | 3     | 73 (30)    | 76 (75) | 70         | 75 (181) | 63 (225) | 63 (49) | 58 (59) | 51 (51) | 43 (135) | 46 (118) | 44     | 40 (103) | 34 (73) | 31 (223) | 35       | 65        | 68        | 81        | 92                |
| 2                            |    | 48 (101)                                                 |       | 80 (101)   |         | 66         | 75 (60)  | 59       | 58 (62) |         |         | 53 (98)  |          |        | 44       |         | 36 (99)  | 33 (114) | 76        | 77        |           | 84                |
| 3                            |    | 54 (141)                                                 |       | 80 (101)   |         | 70         | 56 (60)  | 73       |         |         |         |          |          |        |          |         | 30 (64)  | 25 (191) |           |           |           | 86                |
| 4                            |    | 52 (102)                                                 |       |            |         |            | 70 (183) |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 5                            |    | 39 (180)                                                 |       |            |         |            | 65 (203) |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 6                            |    | 40 (79)                                                  |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 7                            |    | 49 (140)                                                 |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 8                            |    | 45 (84)                                                  |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 9                            |    | 42 (49)                                                  |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 10                           |    | 48 (101)                                                 |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 11                           |    | 41 (82)                                                  |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 12                           |    | 45 (82)                                                  |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 13                           |    | 56                                                       |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| 14                           |    | 55                                                       |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           |                   |
| TF                           |    | GFP                                                      | NICD  | Multicilin | Rfx3    | Fank1      | FoxJ1    | Jazf1    | Hipk1   | Hipk3   | Hes6    | Foxn4    | Glis3    | Barx2  | Nr4a1    | Dlx4    | Rfx2     | Sox1     | Foxj1/Fan | Fank1/Jaz | Foxj1/Jaz | Foxj1/Fank1/Jazf1 |
| Mean % ciliated              |    | 45.273                                                   | 3.000 | 77.667     | 76.000  | 68.667     | 68.200   | 65.000   | 60.500  | 58.000  | 51.000  | 48.000   | 46.000   | 44.000 | 42.000   | 34.000  | 32.333   | 31.000   | 70.500    | 72.500    | 81.000    | 87.333            |
| STDEV                        |    | 5.236                                                    |       | 4.041      |         | 2.309      | 7.981    | 7.211    |         |         |         |          |          |        |          |         | 3.215    | 5.292    | 7.778     | 6.364     |           | 4.163             |
| SEM                          |    | 1.399                                                    |       | 2.333      |         | 1.333      | 3.569    | 4.163    |         |         |         |          |          |        |          |         | 1.856    | 3.055    |           |           |           | 2.404             |
| p value compared with GFP    |    |                                                          |       | 0.000331   |         | 2.4249E-06 | 0.001829 | 0.033995 |         |         |         |          |          |        |          |         | 0.001426 | 0.017329 |           |           |           |                   |
| p value compared with Foxj1  |    |                                                          |       |            |         |            |          |          |         |         |         |          |          |        |          |         |          |          |           |           |           | 0.004368          |
| No. of biological replicates |    | 14                                                       | 1     | 4          | 1       | 3          | 5        | 3        | 2       | 1       | 1       | 2        | 1        | 1      | 2        | 1       | 3        | 3        | 2         | 2         | 1         | 3                 |

Table S3

| shRNA construct    | GFP only | GFP plus ACT | Total GFP cells | % GFP cells ciliated | Mean      | SEM       | Fold-change per experiment | Mean fold-change | SEM       |
|--------------------|----------|--------------|-----------------|----------------------|-----------|-----------|----------------------------|------------------|-----------|
| <b>Control n=1</b> | 586      | 190          | 776             | 24.48453608          | 32.652981 | 6.1940415 | 1                          | 1                | 0         |
| <b>Control n=2</b> | 453      | 209          | 662             | 31.57099698          |           |           | 1                          |                  |           |
| <b>Control n=3</b> | 409      | 295          | 704             | 41.90340909          |           |           | 1                          |                  |           |
| <b>Fank1-1 n=1</b> | 389      | 159          | 548             | 29.01459854          | 31.435    | 3.6745096 | 1.185017288                | 0.9869876        | 0.0990499 |
| <b>Fank1-1 n=2</b> | 499      | 193          | 692             | 27.89017341          |           |           | 0.883411234                |                  |           |
| <b>Fank1-1 n=3</b> | 549      | 328          | 877             | 37.40022805          |           |           | 0.892534256                |                  |           |
| <b>Fank1-2 n=1</b> | 506      | 96           | 602             | 15.94684385          | 22.751666 | 4.8069002 | 0.651302675                | 0.6924695        | 0.0210993 |
| <b>Fank1-2 n=2</b> | 553      | 163          | 716             | 22.76536313          |           |           | 0.721084708                |                  |           |
| <b>Fank1-2 n=3</b> | 601      | 252          | 853             | 29.54279015          |           |           | 0.705021162                |                  |           |
| <b>Fank1-3 n=1</b> | 417      | 95           | 512             | 18.5546875           | 28.408272 | 6.5125121 | 0.7578125                  | 0.8607161        | 0.0550605 |
| <b>Fank1-3 n=2</b> | 432      | 184          | 616             | 29.87012987          |           |           | 0.946125645                |                  |           |
| <b>Fank1-3 n=3</b> | 474      | 276          | 750             | 36.8                 |           |           | 0.878210169                |                  |           |
| <b>Fank1-4 n=1</b> | 448      | 116          | 564             | 20.56737589          | 26.566583 |           | 0.840014931                | 0.9357623        |           |
| <b>Fank1-4 n=2</b> | 410      | 198          | 608             | 32.56578947          |           |           | 1.031509695                |                  |           |
| <b>Fank1-4 n=3</b> |          |              |                 |                      |           |           |                            |                  |           |
| <b>Jazf1-1 n=1</b> | 352      | 149          | 501             | 29.74051896          | 33.740072 | 4.2185654 | 1.214665406                | 1.0538948        | 0.0804307 |
| <b>Jazf1-1 n=2</b> | 470      | 210          | 680             | 30.88235294          |           |           | 0.978187447                |                  |           |
| <b>Jazf1-1 n=3</b> | 537      | 367          | 904             | 40.59734513          |           |           | 0.968831558                |                  |           |
| <b>Jazf1-2 n=1</b> | 374      | 126          | 500             | 25.2                 | 36.854953 | 8.5395451 | 1.029221053                | 1.1159912        | 0.0445405 |
| <b>Jazf1-2 n=2</b> | 447      | 252          | 699             | 36.05150215          |           |           | 1.141918393                |                  |           |
| <b>Jazf1-2 n=3</b> | 406      | 395          | 801             | 49.3133583           |           |           | 1.176834042                |                  |           |
| <b>Jazf1-3 n=1</b> | 398      | 105          | 503             | 20.87475149          | 31.293641 | 6.8844994 | 0.852568798                | 0.9504497        | 0.0543595 |
| <b>Jazf1-3 n=2</b> | 413      | 202          | 615             | 32.84552846          |           |           | 1.040370327                |                  |           |
| <b>Jazf1-3 n=3</b> | 447      | 300          | 747             | 40.16064257          |           |           | 0.958409911                |                  |           |
| <b>Jazf1-4 n=1</b> | 1198     | 173          | 1371            | 12.61852662          | 15.895212 | 4.4466458 | 0.515367193                | 0.4817781        | 0.0531642 |
| <b>Jazf1-4 n=2</b> | 495      | 67           | 562             | 11.92170819          |           |           | 0.377615829                |                  |           |
| <b>Jazf1-4 n=3</b> | 518      | 156          | 674             | 23.14540059          |           |           | 0.552351255                |                  |           |

**Table S4**

| shRNA construct           | GFP only | GFP plus Foxj1 | Total GFP positive cells | % GFP pos cells Foxj1 positive | Mean     | SEM      | P value  |
|---------------------------|----------|----------------|--------------------------|--------------------------------|----------|----------|----------|
| <b>Control n=1</b>        | 119      | 103            | 222                      | 46.3963964                     | 41.19601 | 3.066884 |          |
| <b>Control n=2</b>        | 145      | 113            | 258                      | 43.79844961                    |          |          |          |
| <b>Control n=3</b>        | 122      | 83             | 205                      | 40.48780488                    |          |          |          |
| <b>Control n=4</b>        | 143      | 74             | 217                      | 34.10138249                    |          |          |          |
| <b><i>Fank1-2</i> n=1</b> | 151      | 75             | 226                      | 33.18584071                    | 28.90911 | 3.716534 | 0.032861 |
| <b><i>Fank1-2</i> n=2</b> | 139      | 61             | 200                      | 30.5                           |          |          |          |
| <b><i>Fank1-2</i> n=3</b> | 167      | 50             | 217                      | 23.04147465                    |          |          |          |
| <b><i>Jazf1-4</i> n=1</b> | 279      | 99             | 378                      | 26.19047619                    | 22.60053 | 2.934986 | 0.003573 |
| <b><i>Jazf1-4</i> n=2</b> | 172      | 53             | 225                      | 23.55555556                    |          |          |          |
| <b><i>Jazf1-4</i> n=3</b> | 177      | 39             | 216                      | 18.05555556                    |          |          |          |

**Table S5**

| shRNA construct (plus IL6) | GFP only | GFP plus ACT | Total GFP positive cells | % GFP pos cells ACT positive | Mean      | SEM       | P value   |
|----------------------------|----------|--------------|--------------------------|------------------------------|-----------|-----------|-----------|
| Control n=1                | 216      | 328          | 544                      | 60.29411765                  | 67.154563 | 4.2461065 |           |
| Control n=2                | 169      | 389          | 558                      | 69.71326165                  |           |           |           |
| Control n=3                | 147      | 368          | 515                      | 71.45631068                  |           |           |           |
| <i>Fank1-2</i> n=1         | 269      | 242          | 511                      | 47.35812133                  | 52.726817 | 3.2924295 | 0.0330647 |
| <i>Fank1-2</i> n=2         | 252      | 310          | 562                      | 55.16014235                  |           |           |           |
| <i>Fank1-2</i> n=3         | 231      | 290          | 521                      | 55.6621881                   |           |           |           |
| <i>Jazf1-4</i> n=1         | 310      | 226          | 536                      | 42.1641791                   | 48.540484 | 3.9318231 | 0.0171605 |
| <i>Jazf1-4</i> n=2         | 280      | 308          | 588                      | 52.38095238                  |           |           |           |
| <i>Jazf1-4</i> n=3         | 250      | 261          | 511                      | 51.07632094                  |           |           |           |

**Table S6**

| shRNA construct (plus DAPT) | GFP only | GFP plus ACT | Total GFP positive cells | % GFP pos cells ACT positive | Mean      | SEM       | P value   |
|-----------------------------|----------|--------------|--------------------------|------------------------------|-----------|-----------|-----------|
| <b>Control n=1</b>          | 185      | 355          | 540                      | 65.74074074                  | 55.447723 | 6.3038366 |           |
| <b>Control n=2</b>          | 287      | 292          | 579                      | 50.43177893                  |           |           |           |
| <b>Control n=3</b>          | 292      | 294          | 586                      | 50.17064846                  |           |           |           |
| <b><i>Fank1-2</i> n=1</b>   | 338      | 209          | 547                      | 38.20840951                  | 31.91118  | 4.2213568 | 0.0244396 |
| <b><i>Fank1-2</i> n=2</b>   | 439      | 199          | 638                      | 31.19122257                  |           |           |           |
| <b><i>Fank1-2</i> n=3</b>   | 428      | 153          | 581                      | 26.33390706                  |           |           |           |
| <b><i>Jazf1-4</i> n=1</b>   | 352      | 256          | 608                      | 42.10526316                  | 36.269247 | 3.7106786 | 0.0439515 |
| <b><i>Jazf1-4</i> n=2</b>   | 358      | 168          | 526                      | 31.9391635                   |           |           |           |
| <b><i>Jazf1-4</i> n=3</b>   | 441      | 235          | 676                      | 34.76331361                  |           |           |           |

**Table S7** **Fold-change in proportion of GFP+ cells that are ACT+ compared to control for each experiment (raw data shown in previous sheets)**

| <i>Fank1-2</i> shRNA |           |           |           |           |           |           |                                         |
|----------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------------------------------------|
|                      | n=1       | n=2       | n=3       | Mean      | SD        | SEM       | p value compared to no IL6/DAPT control |
| No IL6/DAPT          | 0.6513027 | 0.7210847 | 0.7050212 | 0.6924695 | 0.0365451 | 0.0210993 |                                         |
| Plus IL6             | 0.7854518 | 0.7912432 | 0.7789681 | 0.785221  | 0.0061408 | 0.0035454 | 0.0446525                               |
| Plus DAPT            | 0.5811983 | 0.6184835 | 0.5248867 | 0.5748562 | 0.0471196 | 0.0272045 | 0.0295219                               |

  

| <i>Jazf1-4</i> shRNA |           |           |           |           |           |           |                                         |
|----------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------------------------------------|
|                      | n=1       | n=2       | n=3       | Mean      | SD        | SEM       | p value compared to no IL6/DAPT control |
| No IL6/DAPT          | 0.5153672 | 0.3776158 | 0.5523513 | 0.4817781 | 0.092083  | 0.0531642 |                                         |
| Plus IL6             | 0.6993083 | 0.7513772 | 0.7147909 | 0.7218255 | 0.0267377 | 0.015437  | 0.0370712                               |
| Plus DAPT            | 0.6404744 | 0.6333142 | 0.6929014 | 0.6555634 | 0.0325333 | 0.0187831 | 0.0689106                               |

**Table S8: shRNA target sequences**

| Name    | Target sequence     | Target location (first base) |
|---------|---------------------|------------------------------|
| Fank1-1 | CTCATCACAGCATCGAATT | 129                          |
| Fank1-2 | CTACGGTGTCAATTACACG | 241                          |
| Fank1-3 | AGATCTCCTGCTTCGAATT | 436                          |
| Fank1-4 | TGTGAGGTAGATGTTGTAG | 767                          |
| Jazf1-1 | TCAGCCGAAGCTTTCACTA | 268                          |
| Jazf1-2 | GTCCGCAAACCATTCAAAT | 638                          |
| Jazf1-3 | CTGTGCCAAGAAATCCTCA | 775                          |
| Jazf1-4 | CATGCCTTACATAATGGAG | 1200                         |

**Table S9: Primer sequences**

|       |                           |                           |
|-------|---------------------------|---------------------------|
| Abl1  | CGGAATCAACGGCAGCTT;       | CCGCAGCGAGATGGATCT        |
| Cetn2 | CAAGGAGCTGGGTGAGAACCT;    | TCGATCAGCTTCATCAATCATTTTC |
| Fank1 | CCAGGCTTGTGAAGATCCTAGTTT; | TGCCACTTCCGTTCTTCAGA      |
| Foxj1 | CCCTCCCCCATCAGCAA ;       | TTGAGGGAACATGGGTGGAT      |
| Jazf1 | CCTGCGGCACCACACAA;        | CCTGATCATCTCGGCAGACA      |
| Mcin  | ACCCAGCCAGCATCCATATC;     | CACCCAGGACTGGAGTTTC       |
| Myb   | GGGCGTTTTTCTGACTTGGA;     | GCAGTTCCGGCTCTGTACACT     |
| Rfx3  | CTGGCGCTATTCCCCATCT;      | ATTGCTTGATTCCGTGATGGTA    |
| Spag6 | ACGGAACCTTTTGCCACAGT;     | AACATGACTTGGGCATTGGTAA    |

How the deposited data were processed for this re-analysis (not part of the article)

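Gene expression was measured in 1 group of samples, GFP+ cells sorted from lungs of FOXJ1-GFP embryos at E17.5, with 5 biological replicates on 1 Affymetrix array each. The arrays of E11.5 tip progenitors were not used here, and neither were measurements from the explants and cultures. Samples were assigned to the group and the replicate numbers from their labels.

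The authors amplified and labelled the RNA, hybridised it and analysed the arrays with Bioconductor in R. They deposited log2 values, 1 per probe set and array, already normalized between arrays; the summary and normalization method is not given in the sources used here. The log2 scale was read from the values, which ran from 2.37 to 15.24. Direction does not apply to arrays of 1 colour, and no centring of genes was seen. No missing value was found.

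Probe sets were named through the platform's annotation, with symbols checked through Entrez identifiers against the gene table of the GRCm38.p6 assembly. Of the probe sets with 1 gene, 99.4% had an identifier in that table, and 0 symbols changed. Probe sets with several genes were not used. A probe set without a gene here is unnamed and may still match one. The deposited log2 values were used without a further transformation. An intercept was fitted per probe set with lmFit and eBayes of limma 3.58.1 in R 4.3.3, the moderated one-sided test was taken against the stated level, and p-values were adjusted by Benjamini-Hochberg over the 45037 probe sets that are not controls. The background level was the 95th percentile of the gene means of 143 background genes, of which 7 were themselves called above it. Lists were compared with all other named genes by Fisher's exact test, adjusted over 24 lists. For the spread between arrays, a list's median SD was given as a percentile of 10000 random lists of the same size matched on level in 20 bins. The level of a list on an array was the mean, over its genes above background, of the value minus the gene's mean. Calculations outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

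Some of the steps were tested on simulated data. The background level and the choice of the probe set with the highest mean were not simulated. The rates for the cut-off of 5 therefore do not cover the calls above background. Among 45037 simulated probe sets, 200 were set at the cut-off of 5 and 3.5% of them were called, and of 200 each set 0.25, 0.5 and 1 above it 74.5%, 94.0% and 99.5% were called. Of 200 random lists of 30 genes among 18193 genes, 3.0% had a p under 0.05 in Fisher's exact test. These genes were drawn at random, unlike those of the lists described here. Of 50 lists whose SDs were multiplied by 1.5, 100.0% lay at or above the 95th percentile, and of 50 left as they were 6.0% did. The number of arrays limits the precision.

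The gene lists, the alternatives, the rule for naming genes and the tests, apart from those that the closing section names as chosen later, were fixed before the data were examined. Named are all genes of the paper's regulators, in situ hybridisation, electroporation and culture assays, the first 4 members of each list described, up to 5 members of a list whose call goes against most of it, the 10 genes above background with the largest SD between arrays, and the 10 genes with the largest fold change in Table S1, whose values had been seen. Genes named outside this rule, such as Cdkn2b and Aff1, were chosen after their values were seen or because a comparison with the paper required them. Some lists are described in the closing section and not beside the paper's text. They gave 17 of 20 genes above background for tip progenitors, 21 of 25 for Notch signalling and 12 of 15 for IL6 and STAT3 signalling. For the genes of the culture assays the count was 7 of 7 and for sex-linked genes 4 of 4. As alternatives, the probe sets of a gene were averaged, probe sets with shared or mixed targets were left out, arrays were quantile-normalized or centred on their median, a call needed all 5 arrays above the level in place of a test, each replicate was left out in turn, the cut-off was raised to 6, the background was the 99th percentile or came from the receptor or the tissue-restricted genes alone, lists were compared with random lists matched on the number of probe sets per gene, and the spread was taken over genes above background.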

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

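No test in this part was chosen only after its result was seen.

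Markers of other lung cell types were above background in cells sorted for FOXJ1-GFP, which the paper does not discuss: 17 of 17 genes of alveolar type 1 cells, 16 of 17 of alveolar type 2 cells, 18 of 18 of endothelium and 14 of 15 of neuroendocrine cells, besides 28 of 29 genes of dividing cells and 39 of 39 immediate early and heat shock genes. Table S1 places Hopx, a marker of alveolar type 1 cells, among genes already known from ciliated cells or the airways. RNA of alveolar type 1 cells in the sorted population is a candidate source of the Hopx signal, since 100% of the other 16 markers were above background, where under 25% would have spoken against it. The sort for GFP would remove such cells, and ciliated cells or their precursors may themselves express some of the markers, which was not tested. The share is 62.6% among all genes, so these counts do not separate a few foreign cells from transcription in the sorted ones. Between arrays, the mean level of the alveolar type 1 list spanned 0.27 and Hopx had an SD of 0.09. Whether Hopx followed the list from array to array was not tested. The red blood cell list (8.3%, 1 of 12 genes) shows that a list could fall under 25%. The basal list (33.3%, 4 of 12 genes) did not fall under 25%. With the receptor genes alone as background, 7 of 12 red blood cell genes and 11 of 12 basal genes were above it. The alveolar type 1 list shares no gene with another list, and Hopx is its only gene in Table S1.

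Immediate early genes make up 13 of 58 measured genes of Table S1. The median SD between arrays of the immediate early list was 0.18, at percentile 99.98 of random lists of like level, which is what a response to dissociation and sorting that varied between the replicate sorts would give. Without replicate 2 the percentile was 73.25, so this rests on that replicate, in which the list lay 0.19 above its gene means. Of 24 lists, 12 reached the 95th percentile, among them alveolar type 2, endothelium and white blood cells, so a larger spread is not particular to immediate early genes. A response in the living lung was not tested, and the E11.5 arrays, which could show whether the progenitors had the same response, are not analysed here.

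In 7 of 176 sets of 5 values tested, 1 replicate stood apart from the other 4; chance gives about 1 in 20. The basal body list was lowest in replicate 2 (gap over range 0.887), Rfx2 highest in replicate 3 at 12.27 (0.899), Aqp5 lowest in replicate 1 at 9.46 (0.749), Lrrn4 lowest in replicate 3 at 3.86 (0.72), Alb highest in replicate 5 at 8.54 (0.891), Apoa2 highest in replicate 5 at 8.05 (0.782) and Cspg4 lowest in replicate 1 at 6.89 (0.793). Alb and Apoa2 are both genes of the liver. The basal body list lay 0.09 below its gene means in replicate 2 (-0.09).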

How the results depend on the processing

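The number of genes above the cut-off of 5 lay between 13179 and 14789 over its alternatives, and Table S1 genes above it numbered 50 to 58. The number above background was 5622 with the 99th percentile of the background genes, at a level of 10.31, and otherwise 9459 to 14904. Table S1 genes above background numbered 44 to 58. The axoneme, intraflagellar transport, basal body and immediate early lists kept a higher share than other genes past the threshold under every alternative. Where a result changed, the cause was not tested, except that a higher or lower background level leaves fewer or more genes to be called. Of 111 named genes above background, 42 were no longer called with the 99th percentile, 16 with tissue-restricted genes alone and 0 with receptor genes alone; these are given as counts, a choice made after the values were seen. Signal over background limits the calls near it, such as Sox1. For the in situ, electroporated and culture genes, of which 8 of 10, 12 of 13 and 4 of 7 are in Table S1 and so were chosen on these arrays, a share past the threshold says nothing of its own. No paired analysis was possible because there is 1 group of samples.

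With the 99th percentile, the genes above background fell to 11 for alveolar type 1, 10 for alveolar type 2, 2 for basal, 9 for endothelium, 0 for erythroid, 6 for IL6 and STAT3, 5 for in situ, 4 for white blood cell, 10 for mesenchyme, 1 for mesothelium, 2 for neuroendocrine, 13 for Notch, 12 for proliferation, 2 for sex-linked and 8 for tip progenitor genes. The share minus that of other genes, in percentage points, became past the threshold for ciliated regulators (56.6), club (31.6), culture (69.1) and electroporated genes (46.1), no longer so for endothelium (19.1) and proliferation (10.5), and turned negative for white blood cell (-14.3), mesothelium (-20.9) and neuroendocrine genes (-17.6). With tissue-restricted genes alone the counts were 0 for erythroid, 3 for mesothelium, 8 for neuroendocrine and 2 for sex-linked genes, and the share passed for ciliated regulators (48.0), culture (48.0), in situ (38.0) and electroporated genes (40.3), was lost for neuroendocrine genes (1.34), and turned for mesothelium (-22.0) and sex-linked genes (-1.99). With receptor genes alone the counts were 11 for basal and 7 for erythroid genes, the share was no longer past the threshold for alveolar type 1 (18.1), alveolar type 2 (18.1), endothelium (18.1), epithelium (18.1), erythroid (-23.6) and neuroendocrine genes (18.1), and it turned for basal (9.75) and mesothelial genes (-1.92).

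With all probe sets averaged, 2 erythroid and 2 sex-linked genes were above background, the share passed for ciliated regulators (40.6), club (28.1), Notch (24.6) and electroporated genes (32.9), was lost for neuroendocrine genes (27.3) and turned for sex-linked genes (-9.39), and the level minus background turned for Nr4a3 (-0.61), Syp (-1.74), Mycn (-0.0305), Kdm5d (-0.77) and Uty (-0.40). Over probe sets without a suffix, 0 erythroid genes were above background, the share passed for in situ (40.2), Notch (23.5) and electroporated genes (40.2) and turned for white blood cell genes (-0.77), and Id2 lay below background (-1.31). Spdef, Il33, Mfap5 and C1qc were above background with all probe sets averaged, and Sox1 and Mfap5 over probe sets without a suffix. With a call on all arrays in place of a test, the share was lost for neuroendocrine genes (17.9) and passed for Notch (21.9) and electroporated genes (30.2).

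The percentile of the spread crossed 95 for basal (95.3) and tip progenitor genes (92.6) with centred arrays and for tip progenitor genes (93.0) with averaged probe sets. It also did for alveolar type 1 genes (90.9) over probe sets without a suffix and for basal body genes (95.6) with quantile normalization. Over genes above background it did for basal (98.5), club (89.6) and tip progenitor genes (94.98). Leaving out each replicate in turn, it ranged from 67.4 to 98.0 for the axoneme, 53.6 to 96.3 for intraflagellar transport, 82.3 to 98.5 for the basal body, 80.8 to 96.9 for basal, 72.2 to 99.0 for alveolar type 1, 84.7 to 99.9 for tip progenitor, 87.2 to 99.97 for erythroid, 86.2 to 99.7 for mesothelial and 73.25 to 100.0 for immediate early genes. The share then ranged from 37.1 to 38.9 for ciliated regulators, 21.1 to 22.9 for Notch and 29.4 to 31.2 for electroporated genes, each gaining the call without replicate 3, 4 or 5, and from 12.2 to 31.4 for neuroendocrine genes.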

Differences from the paper's values

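The paper gives its expression cut-off of 5 in arbitrary units. Its averages in Table S1 were read here as log2 values, like the levels on the 5 E17.5 arrays. The table does not say over which arrays it averaged, so the averages and the levels need not cover the same arrays. For 50 of 58 genes they were more than 1.5 times apart once taken from the log2 scale. Using the probe set with the highest mean favours a level above the average. So does the table's cut-off of a fold change above 3, if the average took in E11.5 arrays. The direction of these differences is therefore no result of its own. Irf2 and Klf15 were within 1.5 times of the paper's average, also with all probe sets averaged. Aff1, Bcl6, Klf5, Stat5a, Tef and Wwtr1 were within that factor on the probe set used. With all probe sets averaged they lay below the paper's average by more than 1.5 times (Aff1 12.04 against 8.41, Bcl6 10.35 against 8.94, Klf5 11.05 against 8.15, Stat5a 9.27 against 6.59, Tef 11.37 against 8.74 and Wwtr1 12.45 against 10.17). Klf5 did so over probe sets without a suffix as well (7.95). In the lists below the paper's average stands first and the level here after it. A cut-off of 6, a call on all arrays, matched random lists and the spread over genes above background leave each gene's level unchanged. They do not test these differences. Other background levels leave it unchanged too, and end a difference only where neither value is above background.

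Every alternative set before the data were examined that gave a value kept the difference, with the level on the same side of the table's, for these genes: by the paper's average, Foxj1 8.14 against 12.82, Myb 8.9 against 13.77, Trp73 7.73 against 12.00, Hopx 11.38 against 12.56, Ankrd42 10.24 against 13.24, Ankrd54 9.91 against 11.92, Ascc1 12.05 against 13.88, Atf3 12.04 against 13.81 and Egr1 12.52 against 14.05. Further genes of this kind, by the paper's average, are Egr2 10.05 against 12.11, Fank1 8.32 against 12.58, Fosb 10.59 against 12.55, Foxn4 8.54 against 12.60, Glis3 8.72 against 11.53, Hipk1 7.22 against 13.35, Hipk3 7.42 against 12.89, Id4 10.05 against 12.21 and Jazf1 8.92 against 10.96. The same holds, by the paper's average, for Klf2 9.09 against 10.80, Klf4 10.78 against 11.57, Maff 10.69 against 11.90, Nfe2l2 9.08 against 12.57, Nfkbiz 9.03 against 11.43, Nr4a1 10.81 against 12.41, Runx1 8.59 against 11.29, Tcea3 11.04 against 12.70 and Mlf1 9.63 against 13.12. Over probe sets without a suffix, Myb, Hopx, Ankrd54, Barx2, Tcea3 and Mlf1 have no value.

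With all probe sets averaged, the level fell from above to below the paper's average, again by more than 1.5 times, for Ahr 11.12 against 11.94, Casz1 8.9 against 10.49, Epas1 11.45 against 12.51, Klf9 11.08 against 11.81, Nfix 11.58 against 12.57, Npas2 10.5 against 11.58, Cavin1 10.6 against 11.67 and Rfx2 9.13 against 11.91 by the paper's average (Ahr 9.27, Casz1 7.29, Epas1 9.79, Klf9 8.59, Nfix 10.11, Npas2 9.45, Cavin1 7.89 and Rfx2 8.02 when averaged). Over probe sets without a suffix it did so for Nfix (9.86) and Cavin1 (6.57). The other alternatives set before the data were examined kept these differences.

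With all probe sets of a gene averaged, the values were no longer that far apart for Jun 13.0 against 13.65, Nfe2l3 9.23 against 11.57 and Vdr 9.3 against 11.06 by the paper's average (Jun 13.55, Nfe2l3 8.66, Vdr 9.81 when averaged). Over probe sets without a suffix this held for Aebp1 9.87 against 11.76 by the paper's average (10.10 over those probe sets). With the 99th percentile of the background genes, at 10.31, neither value is above background for Barx2 7.21 against 9.84, Dlx4 5.07 against 9.97, Ehf 8.79 against 10.30, Junb 8.9 against 10.23, Nr4a3 8.9 against 10.24 and Ovol1 7.84 against 9.32 by the paper's average, so they no longer count as different. That holds as well for Cdkn2b 8.98 against 8.35 and Cebpd 9.51 against 10.19 by the paper's average, and Cdkn2b was also within 1.5 times of it without replicate 3 (8.41) and Cebpd without replicate 2 (10.09). For Foxq1 8.34 against 9.39, Myt1 5.79 against 9.38 and Sox1 5.03 against 7.56 by the paper's average, the difference ended with the 99th percentile, where neither value is above background, and with all probe sets averaged, where Foxq1 (8.65) was within 1.5 times of the table and Myt1 (6.85) and Sox1 (6.31) were below that setting's background of 6.95 with both values, for Foxq1 also over probe sets without a suffix (7.91), and for Sox1 also with the tissue-restricted genes alone as background. With all probe sets averaged, the level fell below the paper's average for Aebp1 (9.10), Ehf (7.33) and Nr4a3 (6.34). All other alternatives set before the data were examined kept the differences of this paragraph.

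Table S1 lists Aff1 with a fold change of 2.76, although its cut-off is a fold change above 3. All 58 measured genes of the table were above its other cut-off of 5 on the E17.5 arrays.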

Other observations

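The tests on genes with a single probe set, the comparison of gene classes and the test of a further group were chosen only after the values had been seen.

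Genes of signalling pathways that the paper draws on were measured in the sorted cells. Of 25 Notch pathway genes, 21 were above background, with Notch1 at 12.42 ± 0.21 (SD, n = 5 arrays), Notch2 at 12.83 ± 0.10, Notch3 at 9.45 ± 0.11 and Notch4 at 10.04 ± 0.37. The targets Hes5 at 6.02 ± 0.12, Hey2 at 6.69 ± 0.16 and Heyl at 6.30 ± 0.26 and the ligand Dll3 at 6.16 ± 0.43 were not above background. The share of Notch genes was 21.4 percentage points higher than among other genes and missed the threshold (adjusted p = 0.0639, Fisher's exact test). It passed with all probe sets averaged (adjusted p = 0.0288), over probe sets without a suffix (adjusted p = 0.0382), with a call on all arrays (adjusted p = 0.0467), and without replicate 3, 4 or 5 (adjusted p = 0.0444, 0.0428 and 0.0445). Of 15 genes of IL6 and STAT3 signalling, 12 were above background (adjusted p = 0.233), including both receptor subunits, Il6ra at 10.64 ± 0.20 and Il6st at 11.18 ± 0.04, and Jak1 at 10.17 ± 0.12, while the cytokine gene Il6 was at 5.80 ± 0.42, Socs1 at 5.26 ± 0.17 and Cntfr at 5.59 ± 0.15. Of 20 genes of the tip progenitors, 17 were above background (adjusted p = 0.0639), with Sox9 at 10.40 ± 0.10, Id2 at 11.83 ± 0.44 and Mycn at 8.02 ± 0.29, but not Etv4 at 5.16 ± 0.23, Lin28a at 4.13 ± 0.47 or Lin28b at 2.82 ± 0.15. Id2 lay below background over probe sets without a suffix (-1.31), and Mycn with all probe sets averaged (-0.0305). Of the genes measured in the tracheal cultures, Cetn2 was at 13.07 ± 0.11 and Spag6l at 13.24 ± 0.07.

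Xist, which is transcribed from the inactive X chromosome, and Y-linked genes were measured on every array. Xist lay between 11.89 in replicate 2 and 12.67 in replicate 5, and the Y-linked Eif2s3y between 10.49 in replicate 1 and 12.02 in replicate 3. Kdm5d, at 8.29 ± 0.51, and Uty, at 7.92 ± 0.45, were above background on the probe set used but not when their probe sets were averaged, nor was Uty without replicate 3 or replicate 5 (0.24 and 0.45 over the background level). The sex of the embryos is not given in the sources used here.

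The genes above background that differed most between the 5 arrays were S100a9 at 10.51 ± 1.11, Aldh3a1 at 9.87 ± 1.11, Gp5 at 8.23 ± 0.97, Stfa2l1 at 8.71 ± 0.89, Cartpt at 8.12 ± 0.87, AI504432 at 8.45 ± 0.81, Muc5b at 8.37 ± 0.81, Sftpa1 at 12.14 ± 0.80, Zan at 9.84 ± 0.79 and Atp2b4 at 8.45 ± 0.79. Of these, Gp5 was no longer above background without replicate 1, 3 or 5 (0.64, 0.41 and 0.87 over the level), Cartpt without replicate 3, 4 or 5 (0.61, 0.62 and 0.26) and Muc5b without replicate 3 (0.79). With a call on all arrays in place of a test, Gp5, Cartpt, Muc5b and Atp2b4 were not above background, Atp2b4 for its value of 7.30 in replicate 2. S100a9, a gene of neutrophils, ran from 8.69 in replicate 1 to 11.64 in replicate 3. Sftpa1, a surfactant protein gene of alveolar type 2 cells, ran from 10.99 in replicate 1 to 13.22 in replicate 5. The first principal component of the genes above background held 55.0% of the variance between arrays, with replicate 1 (0.65) and replicate 3 (-0.60) at its ends.

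A hypothesis concerns what the average expression in Table S1 averages. If it were the mean of 2 equal groups, the E17.5 level would lie 0.5 of the log2 fold change above it, and the slope of that difference on the log2 fold change was 0.28 (95% bootstrap interval over genes 0.05 to 0.52), so the bounds set beforehand (0.4 to 0.6 for such a mean, under 0.25 against it) did not decide, while with all probe sets of a gene averaged the slope was 0.55, inside the range for such a mean. Over the 19 genes with a single probe set, the gap to that position had an SD of 1.14, against a median SD between arrays of 0.13, and ran from -2.13 for Cdkn2b to 1.28 for Barx2, which argues against such a mean on the deposited scale; an average over the E17.5 arrays only would put the difference near 0, and its median was 1.77. By gene class, the level of the immediate early genes lay a median of 0.30 of the log2 fold change above the average (0.24 to 0.34, 7 genes), and in the other genes 0.65 (-0.21 to 0.97, 12 genes, 9 of them above 0.5), a difference of -0.35 that did not pass an exact permutation test (p = 0.103, two-sided), while over all 58 genes the medians were 0.28 and 0.58 (permutation test, p = 0.0136). A difference between the classes, if there is one, may arise if arrays of a further group, in which immediate early genes were high and genes of ciliated cells low, entered the average; no such arrays are analysed here, and a scaling of the table's values that differs from gene to gene cannot be told apart from it.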
